# Catalytic-dependent and -independent roles of TET3 in the regulation of specific genetic programs during neuroectoderm specification

**DOI:** 10.1038/s42003-024-06120-w

**Published:** 2024-04-05

**Authors:** Harmony C. Ketchum, Masako Suzuki, Meelad M. Dawlaty

**Keywords:** Stem-cell differentiation, Embryonic stem cells, DNA methylation

## Abstract

The ten-eleven-translocation family of proteins (TET1/2/3) are epigenetic regulators of gene expression. They regulate genes by promoting DNA demethylation (i.e., catalytic activity) and by partnering with regulatory proteins (i.e., non-catalytic functions). Unlike *Tet1* and *Tet2*, *Tet3* is not expressed in mouse embryonic stem cells (ESCs) but is induced upon ESC differentiation. However, the significance of its dual roles in lineage specification is less defined. By generating TET3 catalytic-mutant (*Tet3*^*m/m*^) and knockout (*Tet3*^*–/–*^) mouse ESCs and differentiating them to neuroectoderm (NE), we identify distinct catalytic-dependent and independent roles of TET3 in NE specification. We find that the catalytic activity of TET3 is important for activation of neural genes while its non-catalytic functions are involved in suppressing mesodermal programs. Interestingly, the vast majority of differentially methylated regions (DMRs) in *Tet3*^*m/m*^ and *Tet3*^*–/–*^ NE cells are hypomethylated. The hypo-DMRs are associated to aberrantly upregulated genes while the hyper-DMRs are linked to downregulated neural genes. We find the maintenance methyltransferase *Dnmt1* as a direct target of TET3, which is downregulated in TET3-deficient NE cells and may contribute to the increased DNA hypomethylation. Our findings establish that the catalytic-dependent and -independent roles of TET3 have distinct contributions to NE specification with potential implications in development.

## Abstract (web summary)

Specification of neuroectoderm from TET3 enzymatic deficient and knockout embryonic stem cells reveals distinct catalytic-dependent and -independent roles of TET3 in activation of neural and suppression of mesodermal programs, respectively.

## Introduction

The ten-eleven translocation family of enzymes (TET1/2/3) are DNA dioxygenases that are essential for embryonic development. They catalyze DNA demethylation through successive oxidation of 5-methylcytosine (5mC) to 5-hydroxymethylcytosine (5hmC), 5-formylcytosine (5fC) and 5-carboxylcytosine (5caC)^1–3^. These bases can be excised by thymine DNA glycosylase (TDG) and removed through base excision repair pathways completing active DNA demethylation^3–5^. 5hmC is a stable base and is recognized by other proteins suggesting it may have independent regulatory roles^6^. It can evade recognition by UHRF1 and thus interfere with recruitment of DNMT1 to promote passive DNA demethylation during replication^6,7^.

TET enzymes are dynamically expressed during embryogenesis and play essential roles in gene regulation during development and in embryonic stem cell (ESC) biology^8,9^. *Tet1* and *Tet2* are highly expressed in ESCs, whereas *Tet3* is not detectable^10^. While *Tet1/2* levels decline during ESC differentiation, *Tet3* is induced^9,11^. Loss of TET1 or TET2 in ESCs does not block pluripotency but compromises expression of lineage specific genes and ESC differentiation^12–14^. TET1 and TET2 deficient mice are viable, whereas TET3 loss results in perinatal lethality with no overt developmental defects^13,15,16^. TET1/3 double knockout embryos are embryonic lethal by E10.5 with impaired forebrain development and increased transcriptome variability^17^. TET1/2/3 triple knockout (TKO) ESCs have severe differentiation defects consistent with TET TKO embryos failing to complete gastrulation and die by E8.5^10,16^. These finding support TET enzymes have both redundant and unique roles in embryogenesis.

*Tet3* is uniquely expressed in the zygote where it is required for promoting DNA demethylation of the paternal genome^16,18–21^. Deletion of TET3 in oocytes causes developmental defects and lethality by mid-gestation^16,22^. Unlike *Tet1/2*, *Tet3* is not expressed in the inner cell mass of the blastocyst nor in ESCs, but is induced during ESC differentiation and post-implantation development^11^. However, its roles in post-implantation development are less defined. TET3 has been shown to be important for development of some somatic cell types such as immune cells^23,24^, neural stem cells^11,25–27^ and cardiomyocytes^28^, and is also deregulated in some cancers^29,30^. TET3 mutations have also been implicated in human developmental disorders with all patients showing craniofacial abnormalities, and few with cardiovascular, motor, and speech deficits^31,32^. These studies underscore the need to understand the requirement of TET3 during development.

Over recent years, our lab and others have shown that TET enzymes can regulate gene expression independent of their enzymatic activity, which entails partnering with or recruitment of other transcription factors and epigenetic modifiers to chromatin^5,12,14,33–36^. Specifically, we and others have shown that in ESCs, TET1 recruits PRC2 and SIN3A to promoters of bivalent genes for H3K27 trimethylation and deacetylation, respectively^12,33,34,37^. Additionally, in ESCs, we have shown that TET2 recruits SIN3A to active enhancers of its target genes independent of its catalytic activity^14^. Further, in hematopoietic stem cells, TET2 non-catalytic functions are important for regulating the lymphoid lineage and preventing lymphoid malignancies^35^. The non-catalytic functions of TET3 are less defined and studies have been limited to lineage committed cell types. In immune cells, TET3 partnership with HDAC1 is critical for eliciting an immune response following viral infection^24^. Likewise, TET3 non-catalytic functions are important in astrocyte specification from neural stem cells (NSCs)^25,26^. However, the catalytic and non-catalytic functions of TET3 during early lineage specification have not been investigated. Here, we have used TET3 catalytic deficient and knockout mouse ESCs to study how TET3 regulates genes during ESC differentiation to neuroectoderm (NE), a lineage where *Tet3* is highly expressed. We have identified distinct catalytic dependent and independent roles of TET3 in activation of neural and suppression of mesodermal programs as ESCs commit to NE. These findings not only define the roles of TET3 in lineage specification but may also have potential implications in neurodevelopment where TET3 is mutated or dysregulated.

## Results

### Generation of TET3 catalytic mutant (*Tet3*^*m/m*^) and knockout (*Tet3*^*–/–*^) mouse ESCs and their differentiation to neuroectoderm (NE)

To define the catalytic and non-catalytic functions of TET3, we generated TET3 catalytic deficient (*Tet3*^*m/m*^) and knockout (*Tet3*^*–/–*^) mouse ESCs using CRISPR/Cas9 mediated gene editing. To generate TET3 catalytic deficient ESCs, we used a guide RNA (gRNA) targeting exon 9 and a donor oligo coding for amino acid substitutions H950Y and D952A in the iron binding site of TET3 as well as a *HaeIII* restriction site to allow for screening of targeted clones by restriction fragment length polymorphism (RFLP) (Fig. 1a). The amino acids H950 and D952 are conserved among all TET enzymes and their respective substitutions to H950Y and D952A is shown to abrogate the catalytic activity of TET3^1,24,26,38^. To generate *Tet3*^*–/–*^ ESCs, two gRNA flanking exon 4 were used to delete the exon (Fig. 1a), which leads to an out of frame transcript with an immediate stop codon resulting in complete loss of TET3 as shown before^10^. Properly targeted *Tet3*^*m/m*^ ESC clones (*n* = 3) were validated by RFLP and Sanger sequencing (Fig. 1b, c) and deletion of exon 4 in *Tet3*^*–/–*^ ESC clones (*n* = 3) was confirmed by PCR (Fig. 1b). *Tet3*^*m/m*^ and *Tet3*^*–/–*^ ESCs maintained normal morphology in culture (Fig. 1d) and remained pluripotent forming teratomas with structures of the three germ layers (Fig. 1e) consistent with previous reports that loss of TET3 does not overtly effect pluripotency.

**Fig. 1:**
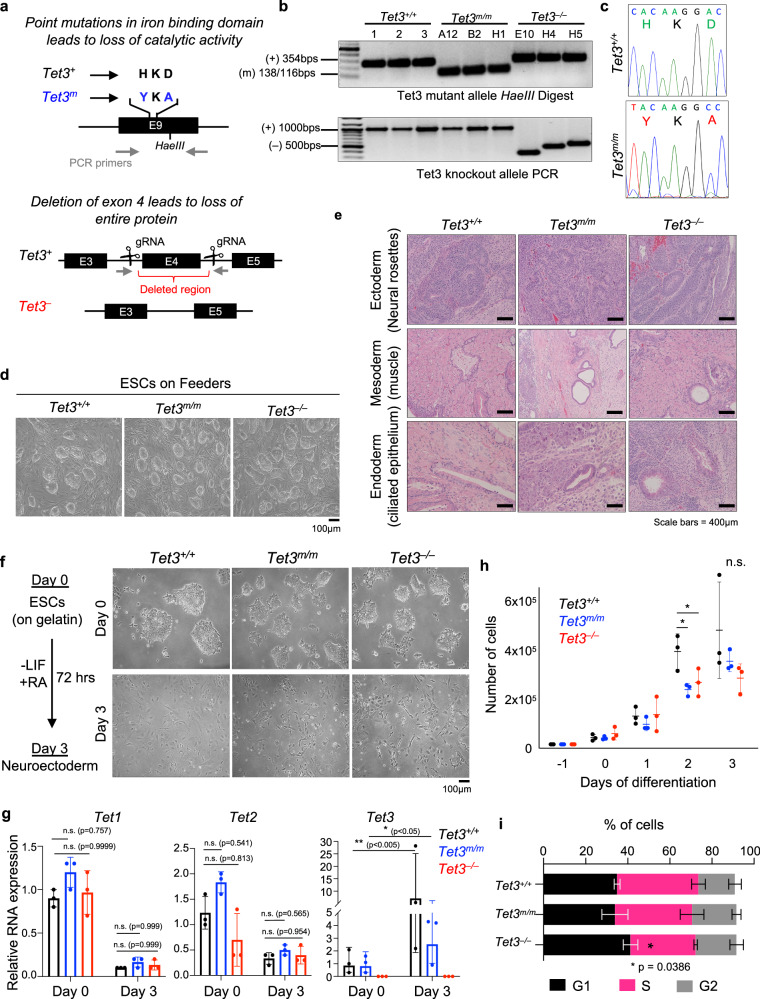
Generation of *Tet3*^*m/m*^ and *Tet3*^*–/–*^ mouse ESC and their differentiation to NE. **a** Schematic of the gene targeting strategy to generate catalytic mutant (*Tet3*^*m*^) and knockout (*Tet3*^*–*^) mouse ESCs. **b** Genotyping of *Tet3*^*m/m*^ clones by RFLP (restriction fragment length polymorphism) using *HaeIII* enzyme (top). Correctly targeted (mutated) allele bands are 138 bp and 116 bp. Allele without mutation is 354 bp. (3 independent clones were generated A12, B2, and H1). Genotyping of *Tet3*^*–/–*^ clones by PCR (bottom). Amplification of a shorter fragment (~500 bps) confirms deletion of exon 4 (3 independent clones were generated E10, H4, and H5). **c** Sanger sequencing confirming mutations for amino acid substitutions HKD to YKA in *Tet3*^*m/m*^ ESCs. **d** Representative brightfield images of ESCs cultured on feeder cells. Scale bar = 100μm. **e** Hematoxylin and Eosin (H&E) staining of sections of teratomas derived from ESCs of indicated genotypes. Scale bars = 400 μm. **f** Representative brightfield images of *Tet3*^*+/+*^*, Tet3*^*m/m*^, and *Tet3*^*–/–*^ ESCs on gelatin (top) and after differentiation to NE by LIF withdrawal and RA treatment for 72 h (bottom). Scale bar = 100 μm. **g** Quantification of *Tet1/2/3* mRNA levels at day 0 and 3 of –LIF + RA treatment. Data normalized to *Gapdh* expression. **h** Growth curve of ESCs differentiated to NE. Viable cells were counted during each day of differentiation. **i** Cell cycle analysis of NE cells at day 3 of –LIF + RA treatment. Note *Tet3*^*–/–*^, but not *Tet3*^*m/m*^, cells show a reduction of cells in S phase. For all panels error bars represent SD and * indicates statistical significance (*p* < 0.05).

*Tet3* is not expressed in ESCs but is induced upon differentiation and is highly expressed in the neural lineage. Therefore, we differentiated *Tet3*^*+/+*^, *Tet3*^*m/m*^, and *Tet3*^*–/–*^ ESCs to neuroectoderm (NE) by LIF withdrawal and retinoic acid (RA) treatment for three days^39^. *Tet3*^*m/m*^ and *Tet3*^*–/–*^ NE cells were morphologically indistinguishable from their wildtype counterparts (Fig. 1f). Expression of *Tet3* mutant mRNA in *Tet3*^*m/m*^ and loss of exon 4 containing transcripts in *Tet3*^*–/–*^ NE cells were confirmed by RT-qPCR (Fig. 1g). We note that there was a reduction in mRNA levels of mutant *Tet3* suggesting some instability of this transcript. We also confirmed that *Tet1* and *Tet2* transcript levels were not affected in *Tet3*^*m/m*^ or *Tet3*^*–/–*^ ESCs, and both were downregulated upon ESC differentiation (Fig. 1g). While growth of *Tet3*^*m/m*^ or *Tet3*^*–/–*^ ESCs were unaffected, upon differentiation to NE, we found a subtle trend in reduced proliferation of NE cells which reached significance at day 2 (Fig. 1h). Cell cycle analysis of NE cells confirmed a mild increase in G1 and decrease in S phase cells in *Tet3*^*–/–*^, but not in *Tet3*^*m/m*^, cultures (Fig. 1i) suggesting that Tet3 non-catalytic functions may subtly influence cell cycle progression of NE cells. Since *Tet3*^*m/m*^ cells only lack the catalytic activity of TET3, their comparisons to *Tet3*^*–/–*^ cells allows for dissecting the catalytic and non-catalytic functions of TET3 in NE specification.

### TET3 promotes activation of neural genes and suppression of mesodermal genes through catalytic and non-catalytic functions, respectively

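RNA-seq of day 3 NE cells treated with 1 µM RA covered 8 samples: 3 *Tet3*+/+, 3 *Tet3* m/m and 2 *Tet3*-/-. The values in the paper's supplementary DEG list equal the deposited values for all 1998 genes listed there, and its headers name the *Tet3* m/m samples as clones A12, B2 and H1 and the *Tet3*-/- samples as clones E10 and H5. The authors trimmed the reads with Trim Galore, aligned them to mm39 with STAR, counted them per gene with featureCounts, and normalized and tested the counts with DESeq2. The deposited values are counts divided by each sample's DESeq2 size factor, and the whole reads behind every value were recovered from them. Recovered reads ranged from 42003978 to 42933595 per *Tet3*+/+ sample and from 39556259 to 47710548 per *Tet3* m/m sample, and were 36594650 and 40945371 in the *Tet3*-/- samples (median of the 8 samples, 41474674). Fold changes were computed with limma on the log2 of the deposited value plus 1, with the 3 genotypes in one fit, for 17915 genes with a mean deposited value of at least 10. A DEG here has a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 1.5, as in the paper. The *Tet3*-/- values rest on 2 samples, so that their standard errors are larger than those of *Tet3* m/m. The choices that could change the counts most are the test, the genotypes that share the estimate of the spread, the pseudocount and the filter on low values.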

To identify catalytic and non-catalytic target genes of TET3, we compared the transcriptomes of *Tet3*^*+/+*^, *Tet3*^*m/m*^, and *Tet3*^*–/–*^ NE cells (harvested 72 h after LIF withdrawal and RA treatment) by RNAseq (Supplementary Fig. 1a). 

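On the log2 scale, the Euclidean distance over the 17915 genes was 74.7 to 80.6 between *Tet3*+/+ samples, 73.1 to 96.5 between *Tet3* m/m samples and 100.3 between the 2 *Tet3*-/- samples. Distances between genotypes were 103.9 to 128.1 for *Tet3*+/+ and *Tet3* m/m, 88.3 to 111.8 for *Tet3*+/+ and *Tet3*-/-, and 117.7 to 132.2 for *Tet3* m/m and *Tet3*-/-. For 7 of the 8 samples the nearest other sample had the same genotype. The exception was *Tet3*-/- replicate 2, whose nearest sample was *Tet3*+/+ replicate 1 at a distance of 88.3. With the 500 most variable genes in place of all genes, the alternative that moved this most, 6 of the 8 samples were nearest to their own genotype and neither *Tet3*-/- sample was. The first principal component held 38.1% of the variance and parted *Tet3* m/m (scores 51.3 to 60.6) from the other samples (-39.9 to -23.0). The second held 20.4%, with *Tet3*-/- at 54.9 and 28.1, *Tet3*+/+ at -41.5 to -19.4 and *Tet3* m/m spread from -22.5 to 33.6. The third held 12.3% and parted the 2 *Tet3*-/- samples, at -43.2 and 51.5.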

Sample clustering by Euclidean distance revealed that the biological replicates clustered with each other (Supplementary Fig. 1b), and principal component analysis (PCA) confirmed they were separated by genotype (Supplementary Fig. 1c). 

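In the limma fit, 1901 genes were DEGs in *Tet3* m/m or *Tet3*-/- or both against *Tet3*+/+. The alternative that moved this total most was DESeq2 on the recovered reads, with 2920 genes.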

We identified a total of 3,184 differentially expressed genes (DEGs) between *Tet3*^*+/+*^, *Tet3*^*m/m*^, and *Tet3*^*–/–*^ cells showing distinct expression profiles in each genotype (Fig. 2a). The expression of *Tet1* and *Tet2* was not affected in *Tet3*^*m/m*^ and *Tet3*^*–/–*^ cells (Supplementary Fig. 1d) which is consistent with our earlier quantification of *Tet* mRNA levels by RT-qPCR in NE cells (Fig. 1g). 

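*Tet3* itself was at 4613, 4576 and 5020 normalized counts in the *Tet3*+/+ samples, 2666, 2277 and 1945 in *Tet3* m/m, and 1796 and 2329 in *Tet3*-/-. Its log2 fold change was -1.05 (SE 0.13, limma adjusted p 0.00071) in *Tet3* m/m and -1.21 (SE 0.15, limma adjusted p 0.0274) in *Tet3*-/-, and no mutant sample overlapped a *Tet3*+/+ sample (chance gives this, in either direction, to 10% of genes with 3 samples against 3). In *Tet3* m/m, *Tet3* lies in a segment of chromosome 6 whose genes had a median log2 fold change of -0.89. In *Tet3*-/-, the adjusted p of *Tet3* ranged from 2.38e-09 to 0.126 across the alternatives and rose above 0.05 when any *Tet3*+/+ replicate, or *Tet3* m/m replicate 2, was left out. The gene-level values resolve neither the point mutations nor the deleted exon. *Tet1* changed by 0.13 (log2, SE 0.15, limma adjusted p 0.622) in *Tet3* m/m and by 0.01 (SE 0.17, 0.983) in *Tet3*-/-, and *Tet2* by 0.11 (SE 0.12, 0.572) and 0.03 (SE 0.13, 0.929). The small rises of both genes in *Tet3*-/- turned into falls when single replicates were left out, down to -0.18 for *Tet1* and -0.03 for *Tet2* without *Tet3*-/- replicate 1.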

Comparison of gene expression of *Tet3*^*m/m*^ vs. *Tet3*^*+/+*^ cells identified 2402 DEGs, with nearly equal number of DEGs up- (1306, 54%) and down- (1096, 46%) regulated (Fig. 2b, c). In contrast, comparison of gene expression of *Tet3*^*–/–*^ vs. *Tet3*^*+/+*^ revealed 1071 DEGs where 68% of the DEGs (727) were upregulated and 32% (344) were downregulated, indicating a role for TET3 in gene silencing (Fig. 2b, c). 

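For *Tet3* m/m, limma called 1836 DEGs, 907 up and 929 down, so that 49.4% were upregulated (95% Wilson interval 47.1 to 51.7%). For 906 of the upregulated and 924 of the downregulated DEGs, the values of the 3 *Tet3* m/m and the 3 *Tet3*+/+ samples did not overlap. DEGs are chosen on these same samples, so this is not a separate test of them. The downregulated DEGs were not spread evenly over the genome: 248 (26.7%) lay on chromosome 6, which holds 4.8% of the genes tested, and 125 (13.5%) on chromosome 8, which holds 5.2%. Of those on chromosome 6, 228 sit in the segment around *Tet3*, where 347 of the 379 genes tested were lower in *Tet3* m/m. Outside these 2 chromosomes, 867 DEGs were up and 556 down. The share of upregulated DEGs moved most, to 60.8% of 1369 DEGs, when the genes of both chromosomes were left out, a setting chosen after their shift had been seen. Among the DEGs without overlap, the largest log2 rises were in *Gm20005* (4.59), *Gm46427* (4.06) and *Gm10801* (3.99) and the largest falls in *Serpinb9e* (-7.65), *Mest* (-6.40) and *Ceacam9* (-6.11); *Mest* lies in the chromosome 6 segment.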

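In *Tet3*-/-, limma called 115 DEGs, 82 up and 33 down, so that 71.3% were upregulated (95% Wilson interval 62.5 to 78.8%). Unadjusted p-values under 0.05 were found for 3608 genes. For all 115 DEGs, the values of the 2 *Tet3*-/- and the 3 *Tet3*+/+ samples did not overlap, which again is no separate test of DEGs chosen on these samples. The test moved this count most: DESeq2 on the recovered reads called 916 DEGs, 613 up and 303 down (66.9% up), which included 111 of the 115 in the same direction. Left-out replicates moved it from 0 (without *Tet3*+/+ replicate 1 or 3, or *Tet3* m/m replicate 2, where 3120, 2951 and 3225 genes had an unadjusted p under 0.05) to 706 (without *Tet3* m/m replicate 1). Among the DEGs, the largest log2 rises were in *Gm49410* (4.30), *Apol8* (4.15) and *Nipal1* (2.78) and the largest falls in *AI182371* (-4.34), *Dmrtc1b* (-4.33) and *Gucy2e* (-3.78).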

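The 1836 *Tet3* m/m DEGs and the 115 *Tet3*-/- DEGs shared 50 genes, and 1786 were called in *Tet3* m/m alone. Of the shared genes, 35 were up and 14 down in both mutants, and 1 was up in *Tet3* m/m and down in *Tet3*-/-. With DESeq2, which calls more genes in *Tet3*-/-, 308 were shared.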

To distinguish the DEGs impacted by the catalytic vs. non-catalytic functions of TET3, we overlapped DEGs in *Tet3*^*m/m*^ and *Tet3*^*–/–*^ cells (Fig. 2d). 

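The genes called by limma in *Tet3*-/- and not in *Tet3* m/m number 65, with 47 up and 18 down (72.3% up, 95% Wilson interval 60.4 to 81.7%). A gene missing from the *Tet3* m/m list need not differ between the mutants, so *Tet3*-/- was also tested against *Tet3* m/m in the same fit. Of these 65 genes, 41 (63.1%, 50.9 to 73.8%) had an adjusted p under 0.05 in that test. Over all genes, the test gave 1744 DEGs, 969 higher and 775 lower in *Tet3*-/-. With DESeq2, 608 genes were called in *Tet3*-/- alone (70.1% up), of which 55.8% differed from *Tet3* m/m. With only the compared genotypes in each fit, 503 genes were called in *Tet3*-/- alone and 27.6% of these differed, the lowest share of any setting.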

Genes deregulated in *Tet3*^*m/m*^ cells were influenced by the catalytic activity of Tet3 (i.e., catalytic target genes), while the 749 uniquely deregulated genes in *Tet3*^*–/–*^ cells were genes impacted by non-catalytic roles of TET3 (i.e., non-catalytic target genes) with most of them being upregulated (Fig. 2d). 

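The paper's supplementary GO lists name the genes behind each term, and all of them were among the genes tested. For the neural terms, 38 of 44 genes of regulation of neurogenesis, 20 of 23 of cell fate commitment and 23 of 26 of nervous system development were DEGs in *Tet3* m/m, with median log2 fold changes of -0.70, -0.67 and -1.26. In *Tet3*-/-, the same lists held 10, 6 and 5 DEGs, with medians of -0.73, -0.88 and -0.89. These neural lists hold genes of both directions: 17, 9 and 6 of their genes were higher in *Tet3* m/m, and 17, 7 and 7 in *Tet3*-/-. For the mesodermal terms, 4 of 32 genes of angiogenesis, 3 of 29 of heart development and 2 of 19 of sarcolemma were DEGs in *Tet3*-/-, where their medians were 0.84, 0.90 and 0.89. In *Tet3* m/m, the medians of these lists were 0.22, 0.03 and 0.10. DESeq2 called 39, 21 and 21 genes of the neural lists and 28, 23 and 15 of the mesodermal lists in *Tet3*-/-. The authors chose the genes as DEGs in these samples, so the values give their size and not a separate test of the enrichment, and the DAVID analysis was not repeated here.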

Gene ontology (GO) analysis revealed that the catalytic DEGs were enriched in neural pathways while the non-catalytic DEGs were enriched in mesodermal pathways (Fig. 2e), suggesting that the catalytic and non-catalytic activities of TET3 in NE are involved in controlling the neural and mesoderm programs, respectively. Consistently, key neural transcription factors including *Sox1*, *Neurog2*, and *Hes5* were downregulated in both *Tet3*^*m/m*^ and *Tet3*^*–/–*^ cells while key mesodermal genes such as *Gata6*, *Mcam*, and *Bin1* were aberrantly upregulated in *Tet3*^*–/–*^, but not in *Tet3*^*m/m*^, cells (Fig. 2f and Supplementary Fig. 1e). 

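*Sox1* averaged 1962 ± 984 normalized counts (mean ± SD) in *Tet3*+/+, 1134 ± 691 in *Tet3* m/m and 604 ± 497 in *Tet3*-/-. Its log2 fold changes were -0.91 (SE 0.59, limma adjusted p 0.349) and -1.87 (SE 0.66, 0.155), neither larger than the spread between replicates allows to detect, and *Sox1* lies on chromosome 8, whose genes were lower as a whole in the 3 *Tet3* m/m samples (-0.38 to -0.30) and in *Tet3*-/- replicate 2 (-0.31). *Neurog2* fell from 96.5 ± 25.2 counts to 20.5 ± 7.28 in *Tet3* m/m (log2 -2.20, limma adjusted p 0.00709) and 7.09 ± 1.97 in *Tet3*-/- (-3.58, 0.0274). *Hes5* fell from 170 ± 63.3 to 8.85 ± 7.74 in *Tet3* m/m (-4.81, limma adjusted p 0.00822) and 14.0 ± 12.4 in *Tet3*-/- (-3.75, 0.0927). In *Tet3*-/-, *Gata6* rose by 0.72 (SE 0.20, limma adjusted p 0.0918), *Mcam* by 1.04 (SE 0.25, 0.0671) and *Bin1* by 0.63 (SE 0.15, 0.0673). In *Tet3* m/m, they changed by 0.20 (limma adjusted p 0.52), 0.37 (0.306) and -0.14 (0.536). In the direct test of *Tet3*-/- against *Tet3* m/m, *Bin1* differed by 0.77 (limma adjusted p 0.00966), whereas *Gata6* (0.52, 0.121) and *Mcam* (0.67, 0.101) did not pass 0.05. The test moved these calls most: with DESeq2, *Hes5*, *Gata6*, *Mcam* and *Bin1* are DEGs in *Tet3*-/-, with adjusted p of 0.0386, 0.0137, 0.00208 and 0.00726, and *Sox1* is in neither mutant.

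**Figure D1:**
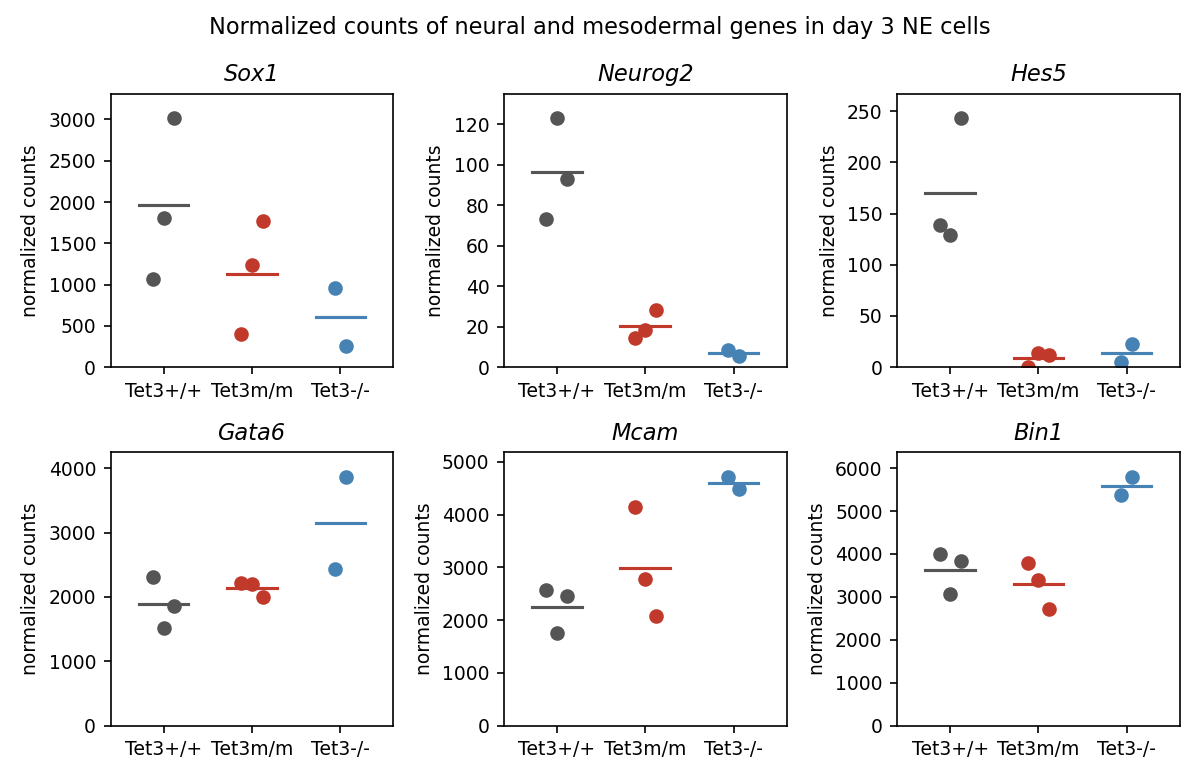
Normalized counts (y axes) of 6 genes in each day 3 NE sample, with 3 *Tet3*+/+, 3 *Tet3* m/m and 2 *Tet3*-/- samples as points and the mean as a line. The mutants do not overlap *Tet3*+/+ for *Neurog2* and *Hes5*, both *Tet3*-/- samples lie above every other sample for *Gata6*, *Mcam* and *Bin1*, and *Sox1* overlaps between *Tet3*+/+ and *Tet3* m/m.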

We also found an increase in expression of cyclin dependent kinase inhibitors *p15*, *p16*, and *p21* only in *Tet3*^*–/–*^ cells (Supplementary Fig. 1f) which is in line with the mild delay in cell cycle progression of these cells (Fig. 1i). 

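In *Tet3*+/+, *Tet3* m/m and *Tet3*-/-, *Cdkn2b* (p15) was at 1237 ± 385, 1317 ± 546 and 2484 ± 721 normalized counts (mean ± SD), *Cdkn2a* (p16) at 2315 ± 312, 1916 ± 363 and 3278 ± 293, and *Cdkn1a* (p21) at 9323 ± 988, 8267 ± 2321 and 15159 ± 631. The log2 rises in *Tet3*-/- were 1.02 (SE 0.36, limma adjusted p 0.148), 0.51 (SE 0.17, 0.134) and 0.71 (SE 0.19, 0.0854). In *Tet3* m/m, the changes were 0.04, -0.28 and -0.21 (limma adjusted p 0.949, 0.247 and 0.474); the first turned negative in 3 fits with a replicate left out. *Tet3*-/- differed from *Tet3* m/m by 0.79 for *Cdkn2a* (limma adjusted p 0.0135) and by 0.91 for *Cdkn1a* (0.0128), but not past the threshold for *Cdkn2b* (0.98, 0.0994). Across the alternatives, the adjusted p in *Tet3*-/- ranged from 0.0126 to 0.283 for *Cdkn1a*, which DESeq2 calls a DEG, and stayed above 0.05 for *Cdkn2b* (0.0508 to 0.409) and *Cdkn2a* (0.0548 to 0.382).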

Together, these findings support that the catalytic and non-catalytic roles of TET3 activate neural and suppress mesodermal programs, respectively, during specification of NE from ESCs. 

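Lists of marker genes that do not depend on the DEG calls were compared as sets with limma's camera, in a family of 36 tests. Its p compares the genes of a list with other genes and hardly covers differences between clones. Of 17 neural genes, all but 2 were lower in each mutant, with a median log2 fold change of -1.13 in *Tet3* m/m (adjusted p 2.11e-05) and -1.06 in *Tet3*-/- (2.89e-06); the mutants did not differ in this list (0.20, 0.429). A list of 15 primitive streak and early mesoderm genes had a median of 0.26 in *Tet3* m/m (12 higher, adjusted p 0.0591) and 0.11 in *Tet3*-/- (10 higher, 0.509), with no difference detected between the mutants (-0.20, 0.169). That list differs in kind from the paper's mesodermal terms of angiogenesis, heart development and sarcolemma, and does not test them. The genes of those terms, chosen as DEGs in these samples, had medians of 0.84, 0.90 and 0.89 in *Tet3*-/- and 0.22, 0.03 and 0.10 in *Tet3* m/m. The neural list moved most when single replicates were left out, to between -1.35 and -0.87 in *Tet3* m/m and between -1.14 and -0.82 in *Tet3*-/-. With the empty vector of the other experiments, the mean log2 value of the neural list was again lower in *Tet3* m/m (7.30 and 7.17 against 7.92 and 7.95 in *Tet3*+/+ in the Dnmt1 experiment, 6.78 against 7.83 in the Tet3-CD experiment) but not in *Tet3*-/- (8.16 and 8.19, and 7.96). The paper draws on its GO analysis, the neural genes lowered in both mutants and the mesodermal genes raised in *Tet3*-/- only. It takes these as support that TET3 switches on neural programs through its catalytic activity and keeps mesodermal ones down without it.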

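The HA-tagged catalytic domain of TET3 (Tet3-CD) or an empty vector was transfected into *Tet3*+/+, *Tet3* m/m and *Tet3*-/- cells on day 2 of differentiation, and RNA was collected 48 h later, on day 4 by the paper's methods and on day 3 by the sample labels. There is 1 RNA-seq sample per genotype and vector, 6 in all, with 33475041 to 37707719 recovered reads per sample (median 36694298). Without replicates, no test across samples is possible, and no p-value is given. The deposited normalized counts were compared as log2 ratios of Tet3-CD over empty vector within each genotype. Gene sets were the DEGs of the day 3 RNA-seq, a separate experiment, and the median ratio of a set was placed among 10000 random lists of the same size and expression. *Tet3* was at 4755 normalized counts in *Tet3*+/+ with the empty vector and 5441 with Tet3-CD, at 1850 and 5232 in *Tet3* m/m, and at 2070 and 2759 in *Tet3*-/-. The gene set is the choice that could change these values most.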

To confirm that the gene expression changes observed in *Tet3*^*m/m*^ and *Tet3*^*–/–*^ NE cells are due to loss of TET3, we re-expressed *Tet3* in *Tet3*^*m/m*^ and *Tet3*^*–/–*^ cells during differentiation to NE. This ameliorated the expression of both aberrantly upregulated and downregulated genes in these cells (Supplementary Fig. 1g), including key mesodermal genes such as *Hand1* and neural genes such as *Sox5*, supporting that TET3 is responsible for activation and suppression of these genes during NE specification.

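For the 876 genes upregulated in *Tet3* m/m on day 3 that are in this table, the median log2 ratio of Tet3-CD over empty vector in *Tet3* m/m was -0.03, with 505 genes lower. This lies at percentile 0.04 of random lists, whose middle 95% ran from -0.02 to 0.01, and the same genes moved by -0.06 in *Tet3*+/+. Their median excess over *Tet3*+/+ with the empty vector was 1.39 before and 1.32 after Tet3-CD. The 902 downregulated genes moved by 0.03 (513 higher, percentile 100), from a median of -0.80 to -0.76 against *Tet3*+/+. In *Tet3*-/-, 74 of the 81 upregulated genes were higher with Tet3-CD (median 0.55, percentile 100) and 26 of the 32 downregulated genes lower (-0.50, percentile 0). With the empty vector, however, these upregulated genes were not raised in the *Tet3*-/- sample of this experiment (median -0.02 against *Tet3*+/+, 39 of 81 higher). In the *Tet3* m/m sample with the empty vector they were raised (0.83, 71 of 81 higher), against 0.13 and 46 of 81 in *Tet3* m/m of the Dnmt1 experiment. The choice of set moved these values most and reversed them in *Tet3*-/-: for genes chosen on the empty-vector samples themselves, the medians were -0.07 (3531 genes) and 0.08 (2807) in *Tet3* m/m, and -0.28 (2684) and 0.25 (2051) in *Tet3*-/-. These sets are chosen on a sample they are then compared with, which by itself moves them toward *Tet3*+/+. In the same order of empty vector and Tet3-CD, *Hand1* was at 340 and 399 normalized counts in *Tet3*+/+, 380 and 273 in *Tet3* m/m, and 2008 and 1197 in *Tet3*-/-, and *Sox5* at 113 and 90.9 in *Tet3*+/+, 31.7 and 81.7 in *Tet3* m/m, and 90.2 and 66.1 in *Tet3*-/-. From the genes that moved toward *Tet3*+/+, the paper draws support for a role of TET3 in activating and suppressing them.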

**Fig. 2:**
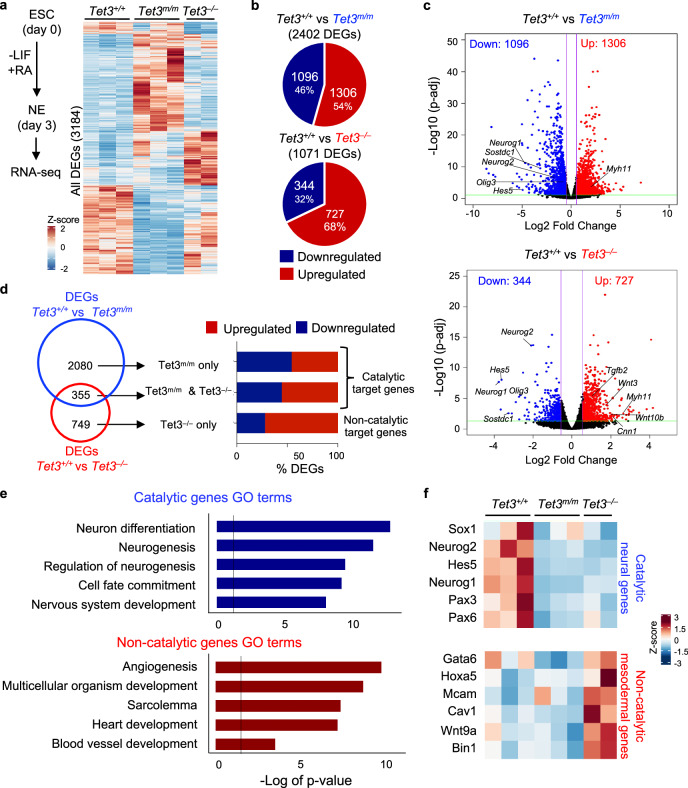
TET3 regulates activation of neural genes and suppression of mesodermal genes during differentiation of mouse ESCs to NE. **a** Heatmap of all 3184 differentially expressed genes (DEGs, fold changes > 1.5, FDR < 0.05) in *Tet3*^*m/m*^ and *Tet3*^*–/–*^ cells on day 3 of –LIF + RA. Color represents relative expression extracted from normalized counts. (Three independent *Tet3*^*+/+*^ and *Tet3*^*m/m*^ clones and two independent *Tet3*^*–/–*^ clones were used for this analysis). **b** Up and downregulated DEGs between *Tet3*^*+/+*^ vs *Tet3*^*m/m*^ (top) and *Tet3*^*+/+*^ vs *Tet3*^*–/–*^ (bottom). **c** Volcano plots showing DEGs between *Tet3*^*+/+*^ vs *Tet3*^*m/m*^ (top) and *Tet3*^*+/+*^ vs *Tet3*^*–/–*^ (bottom). Some downregulated neural genes and upregulated mesodermal genes are noted. **d** Venn diagram (left) showing the overlap of DEGs between *Tet3*^*m/m*^ and *Tet3*^*–/–*^. The percent of up and downregulated genes in each category is plotted (right). Genes deregulated in *Tet3*^*m/m*^ are catalytic targets of TET3. Genes uniquely deregulated in *Tet3*^*–/–*^are TET3 non-catalytic targets. **e** Gene Ontology (GO) analysis of all catalytic target genes (top) and non-catalytic target genes (bottom). Line represents significance (*p* < 0.05). **f** Heatmap of selected catalytic target neural genes that are downregulated in both *Tet3*^*m/m*^ and *Tet3*^*–/–*^ and selected non-catalytic target mesodermal genes uniquely upregulated in *Tet3*^*–/–*^ cells.

### Hyper-DMRs are associated with downregulated neural genes while hypo-DMRs are associated with aberrantly upregulated genes in *Tet3*^*–/–*^ NE cells

TET3 promotes DNA demethylation, therefore, we analyzed the genome-wide DNA methylation landscape of NE cells (day 3 of –LIF + RA) by whole genome bisulfite sequencing (WGBS) (Supplementary Fig. 2a). As expected, global DNA methylation levels were mildly increased in both *Tet3*^*m/m*^ (73.7%) and *Tet3*^*–/–*^ (73.4%) compared to *Tet3*^*+/+*^ (72.7%) cells at CpG dinucleotides (Fig. 3a). Consistently, we identified ~9000 DMRs in both cell types. However, to our surprise, the vast majority of the DMRs were hypomethylated. Of the 9,222 DMRs in *Tet3*^*m/m*^ cells 626 were hyper- and 8596 were hypo-methylated. Likewise of the 9,335 DMRs in *Tet3*^*–/–*^ cells 571 were hyper- and 8,764 were hypo-methylated (Fig. 3b). Methylation levels were sharply affected at the center of the DMRs (Fig. 3c) and there was a substantial overlap of hyper- or hypo- DMRs between *Tet3*^*m/m*^ and *Tet3*^*–/–*^ cells (Supplementary Fig. 2b, c). The hyper-DMRs were associated to 544 genes in *Tet3*^*m/m*^ and 485 genes in *Tet3*^*–/–*^ cells, with 270 genes common between them (Supplementary Fig. 2b). The hypo-DMRs were associated to 5,989 genes in *Tet3*^*m/m*^ and 5,828 genes in *Tet3*^*–/–*^ cells, with 4283 genes common between them (Supplementary Fig. 2c). Both hyper- and hypo-DMRs were comparably represented throughout the genome at promoters, gene bodies and distal intergenic regions (Fig. 3d). 

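The authors annotated the WGBS DMRs to genes in a supplementary list; the WGBS reads were not analysed here. The *Tet3*-/- hyper-DMR list holds 571 DMRs annotated to 485 genes, of which 385 were tested in the RNA-seq. Of the 929 genes downregulated in *Tet3* m/m, 63 (6.8%) are on that list, against 2.1% of the 17915 genes tested (odds ratio 3.76, one-sided Fisher's exact test p 3.24e-16, adjusted over 10 such tests 3.24e-15). Among the 907 upregulated genes, 18 (2.0%) are on it (odds ratio 0.92, p 0.67). The shift of chromosomes 6 and 8 in *Tet3* m/m does not account for the overlap: it moved most, to 52 of 536 genes and an odds ratio of 5.67 (p 2.14e-20), when both chromosomes were left out, and 5 of the 63 genes lie in the chromosome 6 segment. The background, the annotation of a DMR to a gene and the DEG call are the choices that could change these values. The paper relates the enrichment to the known role of TET enzymes in demethylation and gene activation.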

Hyper-DMRs were significantly enriched for downregulated catalytic target genes (*Tet3*^*m/m*^ DEGs) consistent with the role of TET enzymes in DNA demethylation and gene activation (Fig. 3e). 

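The *Tet3*-/- hypo-DMR list was used for chromosomes 1, 10 and 11 only, with 1660 DMRs annotated to 1121 genes; the other chromosomes were not used here. Of the genes tested on these chromosomes, 879 of 3242 (27.1%) carry a hypo-DMR. Among the genes upregulated in *Tet3*-/- only, 6 of 9 carry one (odds ratio 5.41, one-sided Fisher's exact test p 0.0151, adjusted p 0.0282). With promoter DMRs alone, the count was 3 of 9 and no longer passed (odds ratio 3.09, Fisher's exact test p 0.119). The larger DESeq2 list moved the odds ratio most, to 2.39 (39 of 84 genes, p 9.58e-05). Among genes upregulated in *Tet3* m/m, 49 of 161 (30.4%) carry a hypo-DMR (odds ratio 1.19, p 0.188, adjusted p 0.269), an excess not detectable with these lists.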

Additionally, hypo-DMR associated genes were significantly enriched for upregulated catalytic and non-catalytic (*Tet3*^*–/–*^ only) DEGs (Fig. 3e). These findings suggest that both Tet3 catalytic and non-catalytic mechanisms may regulate DNA methylation dynamics during ESC differentiation.

**Fig. 3:**
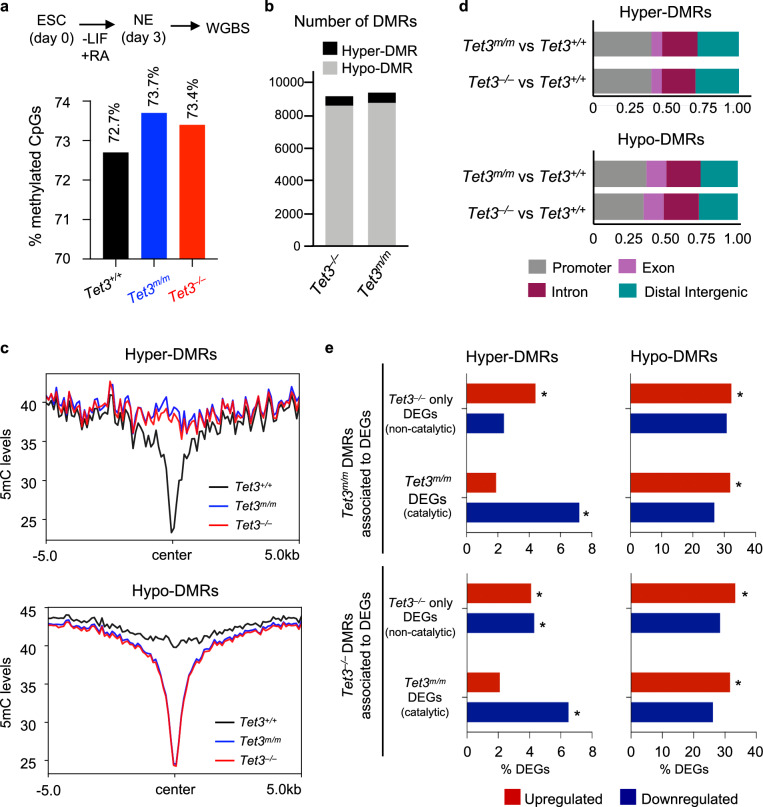
Genome wide analysis of DNA methylation in *Tet3*^*m/m*^, and *Tet3*^*–/–*^ NE cells by WGBS. **a** Percent methylated CpG sites genome-wide in NE cells of indicated genotypes by Whole Genome Bisulfite Sequencing (WGBS). **b** Hyper- and hypo- differentially methylated regions (DMRs = >5 CpGs, methylation difference >20%, and FDR < 0.05) in *Tet3*^*m/m*^ and *Tet3*^*–/–*^ (compared to *Tet3*^*+/+*^) NE cells. **c** DNA methylation levels at all hyper-DMRs (*n* = 924) and all hypo-DMRs (*n* = 12,050) in *Tet3*^*m/m*^ and *Tet3*^*–/–*^ cells. **d** Annotation of hyper- and hypo-DMRs to genomic regions. **e** Percent of catalytic and non-catalytic DEGs that overlap with all hyper- and hypo-DMRs in both *Tet3*^*m/m*^ and *Tet3*^*–/–*^ NE cells. * Hypergeometric test *p*-value < 0.05.

To investigate how DNA hypermethylation impacted gene expression, we overlapped all hyper-DMRs (*n* = 924) with all TET3 catalytic target genes (*Tet3*^*m/m*^ DEGs). We identified 104 hyper-DMR containing catalytic DEGs (Fig. 4a) that were associated with developmental processes including neural differentiation, pattern specification, and transcription (Fig. 4b). This included key neural genes such as *Neurog2* and *Sox1* (Fig. 4c) that are normally upregulated during differentiation of ESCs to NE but were significantly downregulated in both *Tet3*^*m/m*^ and *Tet3*^*–/–*^ cells (Fig. 2f). This is consistent with Tet3 activating neural genes through its catalytic activity of DNA demethylation.

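With the *Tet3*-/- hyper-DMR list, 81 of the 1836 *Tet3* m/m DEGs carry a hyper-DMR (4.4%, odds ratio 2.39, one-sided Fisher's exact test p 2.04e-10, adjusted p 1.02e-09), 63 of them downregulated and 18 upregulated in *Tet3* m/m. The *Tet3* m/m hyper-DMR list was not used here.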

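In the supplementary list, the *Tet3*-/- hyper-DMRs of *Neurog2* span positions 127631157 to 127631510 of chromosome 3 (promoter) and 127626428 to 127627428 (distal), and that of *Sox1* positions 12398110 to 12398334 of chromosome 8 (promoter), in mm10 coordinates. Across the alternatives, *Neurog2* stayed a DEG in *Tet3* m/m in all 14 that tested it (adjusted p 6.02e-06 to 0.0401) and in *Tet3*-/- in 10 of 14 (2.21e-07 to 0.128). *Sox1* passed 0.05 in none of 15 (0.169 to 0.782 in *Tet3* m/m and 0.0665 to 0.365 in *Tet3*-/-). Its counts were 1063, 1810 and 3013 in the *Tet3*+/+ samples, 396, 1242 and 1765 in *Tet3* m/m, and 955 and 253 in *Tet3*-/-, so that both *Tet3*-/- samples and 1 of the 3 *Tet3* m/m samples lie below every *Tet3*+/+ sample. *Sox1* is on chromosome 8, whose genes as a whole had median log2 ratios of -0.38 to -0.30 in *Tet3* m/m.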

**Fig. 4:**
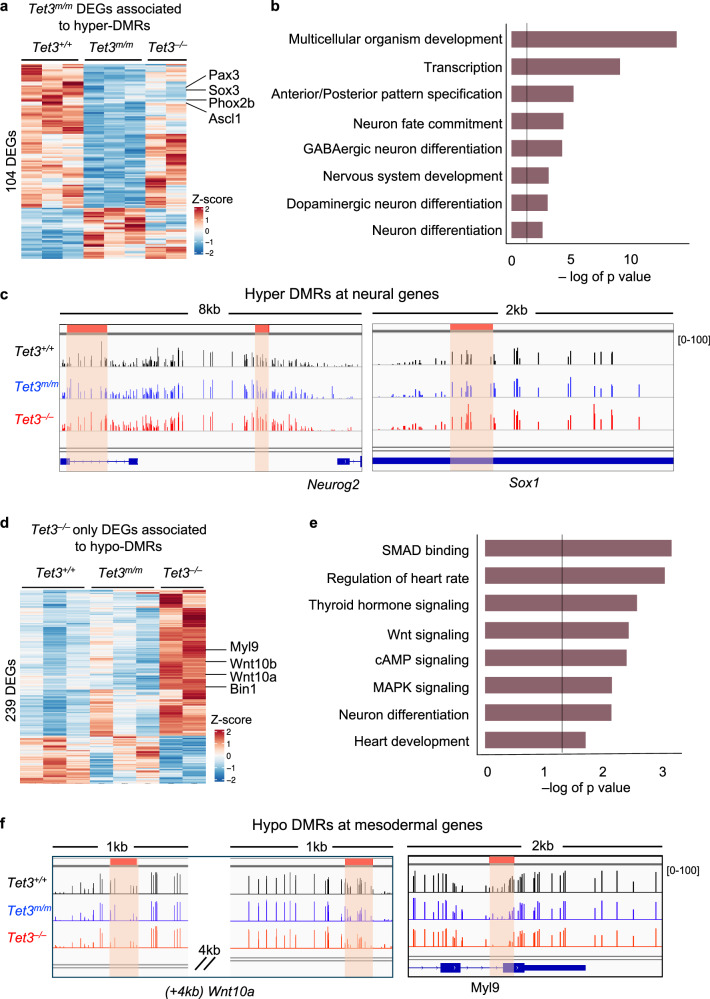
Hyper- and hypo-DMRs are associated to neural and mesodermal genes, respectively. **a** Heatmap of all TET3 catalytic target genes (*n* = 104) associated with hyper-DMRs. **b** GO analysis of hyper-DMR containing TET3 catalytic target genes revealing enrichment for neural terms. Line represents significance (*p* < 0.05). **c** IGV tracks of DNA methylation levels at *Neurog2* and *Sox1* loci (both downregulated in *Tet3*^*m/m*^ and *Tet3*^*–/–*^). Hyper-DMRs are highlighted in orange. **d** Heatmap of all TET3 non-catalytic target genes (*n* = 239) associated with hypo-DMRs. **e** GO analysis of hypo-DMR-containing TET3 non-catalytic target genes revealing enrichment for mesodermal signaling pathways. Line represents significance (*p* < 0.05). **f** IGV tracks of DNA methylation levels at *Wnt10a* and *Myl9* loci (both upregulated in *Tet3*^*–/–*^ but not in *Tet3*^*m/m*^ NEs). Hypo-DMRs are highlighted in orange.

To determine how DNA hypomethylation influenced gene expression, we overlapped all hypo-DMRs identified with TET3 non-catalytic target genes (DEGs unique to *Tet3*^*–/–*^). 

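Of the genes called in *Tet3*-/- only, 8 of the 14 on chromosomes 1, 10 and 11 carry a hypo-DMR (57.1%, odds ratio 3.61, one-sided Fisher's exact test p 0.0169, adjusted p 0.0282), 6 of them up and 2 down. By DESeq2 calls, 50 of 122 carry one (41.0%, odds ratio 1.92, Fisher's exact test p 0.000502, adjusted p 0.00125), 39 up and 11 down.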

We identified 239 hypo-DMR containing genes that were mostly upregulated in *Tet3*^*–/–*^ cells (Fig. 4d). They were associated with signaling pathways such as Wnt and mesodermal processes such as heart development (Fig. 4e) and included key mesoderm genes like *Wnt10a* and *Myl9* (Fig. 4f), which were upregulated in *Tet3*^*–/–*^ cells. This suggests that TET3 influences DNA methylation dynamics leading to aberrant upregulation of Wnt signaling and mesodermal programs.

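*Wnt10a* averaged 118 ± 21.0 normalized counts (mean ± SD) in *Tet3*+/+, 67.3 ± 35.9 in *Tet3* m/m and 205 ± 4.48 in *Tet3*-/-. The change was 0.80 in *Tet3*-/- (log2, SE 0.39, limma adjusted p 0.28), where both samples exceed every *Tet3*+/+ sample, and -0.92 in *Tet3* m/m (SE 0.35, 0.108). The difference between the mutants was 1.72 (SE 0.39, limma adjusted p 0.0178). *Myl9* rose from 3498 ± 1351 counts in *Tet3*+/+ to 9890 ± 894 in *Tet3*-/- (log2 1.59, SE 0.30, limma adjusted p 0.0493) and to 5383 ± 1032 in *Tet3* m/m (0.69, SE 0.27, 0.113), and the mutants differed by 0.89 (0.0757). The call in *Tet3*-/- sits at the threshold: its adjusted p ranged from 2.43e-05 to 0.126 and 7 of 15 alternatives kept it. On chromosome 1, the supplementary list gives *Wnt10a* hypo-DMRs at 74809042 to 74809244 and 74816663 to 74816878 (distal) and a hyper-DMR at 74791364 to 74791591 (promoter), in mm10 coordinates.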

To examine changes in 5hmC levels in *Tet3*^*m/m*^ and *Tet3*^*–/–*^ NE cells, we mapped the genomic distribution of 5hmC by hmeDIP in these cells. Majority of 5hmC was at gene bodies and distal intergenic regions followed by promoters. 5hmC distribution was slightly shifted in *Tet3*^*m/m*^ and *Tet3*^*–/–*^ NE cells with less 5hmC being at promoters (Supplementary Fig. 3a), which is in agreement with the majority of DMRs being at promoters (Fig. 3d). Importantly, consistent with a role for TET3 in DNA hydroxylation the overall 5hmC levels at 5hmC-enriched regions was reduced in *Tet3*^*m/m*^ and *Tet3*^*–/–*^ cells (Supplementary Fig. 3b). This was very notable at gene bodies and distal intergenic regions (Supplementary Fig. 3c, d). We also found that downregulated genes in TET3 deficient NE cells had remarkably reduced levels of 5hmC (Supplementary Fig. 3e). These included several direct targets of TET3 such as *Axin2* and *Pdik1l*, which were not only bound by TET3 in wild type cells but also had reduced levels of 5hmC and were downregulated in *Tet3*^*m/m*^ and *Tet3*^*–/–*^ cells (Supplementary Fig. 3e, f). This data supports that TET3 drives deposition of 5hmC and activation of its direct target genes.

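*Axin2* was at 2652 ± 111 normalized counts (mean ± SD) in *Tet3*+/+, 2031 ± 178 in *Tet3* m/m and 2120 ± 120 in *Tet3*-/-. The log2 fold changes were -0.39 in *Tet3* m/m (SE 0.10, limma adjusted p 0.0242), below the fold change of 1.5, and -0.32 in *Tet3*-/- (SE 0.11, 0.138). *Pdik1l* was at 833 ± 35.9, 647 ± 57.7 and 531 ± 24.6, with changes of -0.37 (SE 0.12, limma adjusted p 0.0688) and -0.65 (SE 0.13, 0.0514). No mutant sample of either gene reached a *Tet3*+/+ sample. DESeq2 calls *Pdik1l* a DEG in *Tet3*-/- (adjusted p 0.000748, in a range over the alternatives from 0.000748 to 0.196). In the *Tet3*-/- hypo-DMR list, *Axin2* has a promoter DMR at 108925118 to 108925405 and a distal one at 108889155 to 108889377 on chromosome 11 (mm10).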

### The maintenance DNA methyltransferase *Dnmt1* is a direct target of TET3 in NE cells

To determine genes directly bound by TET3 in NE cells, we mapped the genomic occupancy of TET3 by CUT&Tag. We identified 1167 peaks genome wide and the majority (92.7%) of them were associated to promoters (+/– 2 kb of TSS; Fig. 5a). The peaks identified annotated to 1,134 genes which were enriched for regulators of transcription, chromatin organization, and cell cycle (Fig. 5b). Because of the low number of peaks identified, we observed only a small overlap of TET3-bound genes to DEGs and hyper- or hypo-DMRs in *Tet3*^*m/m*^ or *Tet3*^*–/–*^ cells (Supplementary Fig. 4a–c). Consistent with a role for TET3 in DNA hydroxylation, we also found that 5hmC levels were reduced at all TET3 bound regions, especially at TET3 bound promoters (Supplementary Fig. 4d, Supplementary Fig. 3f). Among the genes bound by TET3, we found the maintenance methyltransferase *Dnmt1* as a direct target of TET3. Specifically, we found that TET3 binds at the promoter of *Dnmt1* at a region that does not have changes in DNA methylation and hydroxymethylation, suggesting that TET3 might regulate *Dnmt1* independent of DNA methylation (Fig. 5c). We validated TET3 binding at the *Dnmt1* promoter by ChIP-qPCR where TET3 was enriched in *Tet3*^*+/+*^, but not in in the negative control *Tet3*^*–/–*^ cells, confirming the specificity of this enrichment (Fig. 5d). 

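By RNA-seq on day 3, *Dnmt1* was at 16422 ± 808 normalized counts (mean ± SD) in *Tet3*+/+, 13805 ± 505 in *Tet3* m/m and 14640 ± 1385 in *Tet3*-/-. The log2 fold changes were -0.25 (SE 0.09, limma adjusted p 0.0852) and -0.17 (SE 0.10, 0.359), and over the alternatives the adjusted p ranged from 0.0533 to 0.235 in *Tet3* m/m and from 0.261 to 0.621 in *Tet3*-/-.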

*Dnmt1* was downregulated in *Tet3*^*m/m*^ and *Tet3*^*–/–*^ NE cells (Fig. 5e) while the levels of the de novo methyltransferases *Dnmt3a* and *Dnmt3b* were unaffected (Supplementary Fig. 4e). Reduced *Dnmt1* levels can influence DNA methylation maintenance dynamics during ESC differentiation and may be responsible for the increased occurrence of hypo-DMRs at the aberrantly upregulated genes in *Tet3*^*m/m*^ or *Tet3*^*–/–*^ cells. 

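Dnmt1 or an empty vector was transfected into *Tet3*+/+, *Tet3* m/m and *Tet3*-/- cells on day 0 of differentiation with 1 µM RA; transfected cells were selected with blasticidin for 24 h and RNA was collected 72 h after transfection. There are 2 RNA-seq samples per genotype and vector, 12 in all, with 31155842 to 50845950 recovered reads per sample (median 40736545). Whether the 2 samples of a group are separate clones is not stated. They differed less than same-genotype samples of day 3 did (chi-square of the counts per degree of freedom 3.96 to 11.11, against 13.84 to 87.18). If they are cultures of 1 clone, the p-values of this experiment do not cover differences between clones. The authors processed the reads as for the day 3 samples. The deposited normalized counts of 18055 genes with a mean of at least 10 were tested with limma on the log2 of the value plus 1, with the 6 groups in one fit. With the empty vector, *Tet3* was at 2957 and 3075 normalized counts in *Tet3*+/+, 1125 and 964 in *Tet3* m/m, and 2520 and 2571 in the samples labelled *Tet3*-/- (log2 fold change -1.53, limma adjusted p 5.58e-13, and -0.24, 0.0114); with Dnmt1 it was at 3514 and 3516, 1173 and 1369, and 2632 and 2390. The gene-level count of the samples labelled *Tet3*-/- thus stayed closer to *Tet3*+/+ here than on day 3; reads over the deleted exon were not analysed here. *Dnmt1* with the empty vector was at 14952 ± 387 counts (mean ± SD) in *Tet3*+/+, 11609 ± 459 in *Tet3* m/m and 17455 ± 140 in *Tet3*-/-, and with Dnmt1 at 23284 ± 685, 21728 ± 2098 and 36617 ± 4578. This is a log2 rise of 0.64, 0.90 and 1.06 (limma adjusted p 5.66e-06, 7.46e-09 and 1.36e-09). The choices that could change the values are how the upregulated genes are chosen and which groups share the estimate of the spread. The main sets are the genes upregulated on day 3, so that no set is chosen on the empty-vector samples it is compared with.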

To examine if Dnmt1 can restore proper expression of upregulated genes, we expressed *Dnmt1* in *Tet3*^*m/m*^ and *Tet3*^*–/–*^ NE cells (Fig. 5f) and analyzed gene expression by RNA-seq. We found that *Dnmt1* overexpression ameliorated the aberrant upregulation of genes in *Tet3*^*m/m*^ and *Tet3*^*–/–*^ NE cells (Fig. 5g). This included expression of several mesodermal genes such as *Hand1* and *Hrc* (Fig. 5g), which were also corrected by re-expression of *Tet3* (Supplementary Fig. 1g). This supports that *Dnmt1*, as a direct target of TET3, contributes to repressing some mesodermal programs during NE specification.

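Over all genes, Dnmt1 changed 212 genes in *Tet3*+/+ (76 up, 136 down), 444 in *Tet3* m/m (321 up, 123 down) and 638 in *Tet3*-/- (453 up, 185 down). The 892 genes upregulated in *Tet3* m/m on day 3 had a median log2 fold change of -0.09 with Dnmt1 in *Tet3* m/m, and 549 of them were lower (limma camera adjusted p 0.00219). In *Tet3*+/+ cells, the same genes fell by more, with a median of -0.15 (605 lower, limma camera adjusted p 2.88e-08), and the change in *Tet3* m/m differed from that in *Tet3*+/+ by 0.10 (0.033). The 81 genes upregulated in *Tet3*-/- on day 3 rose with Dnmt1 in *Tet3*-/-, with a median of 0.40 and 78 of 81 higher (limma camera adjusted p 2.9e-39); in *Tet3*+/+, the median was 0.09 (57 higher, 9.02e-05), and the changes differed by 0.35 (8.64e-18). By replicate, the medians were -0.12 and -0.06 in *Tet3* m/m and 0.31 and 0.55 in *Tet3*-/-. The choice of set moved these values most. For the genes upregulated with the empty vector in this experiment, the medians were -0.14 in *Tet3* m/m (1862 genes, limma camera adjusted p 2.76e-07) and 0.09 in *Tet3*-/- (1993 genes, 0.000857).

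**Figure D2:**
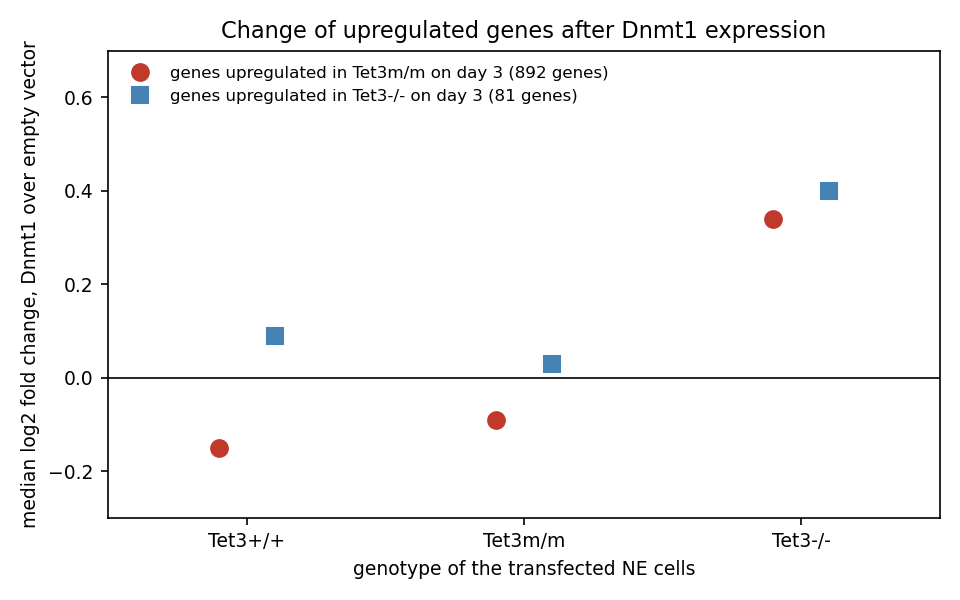
Median log2 fold change of Dnmt1 over empty vector (y axis) in *Tet3*+/+, *Tet3* m/m and *Tet3*-/- NE cells (x axis, 2 samples per vector) for the 892 genes upregulated in *Tet3* m/m (circles) and the 81 genes upregulated in *Tet3*-/- (squares) on day 3. The first set is lower with Dnmt1 in *Tet3*+/+ and *Tet3* m/m, and both sets are higher with Dnmt1 in *Tet3*-/-.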

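*Hand1* was lower in both mutants than in *Tet3*+/+ with the empty vector: 711 ± 34.3 normalized counts (mean ± SD) in *Tet3*+/+, 142 ± 0.21 in *Tet3* m/m and 266 ± 79.1 in *Tet3*-/- (log2 -2.32 and -1.44). With Dnmt1 it was at 236 ± 5.33 in *Tet3* m/m (log2 change 0.73, limma adjusted p 0.00311) and 281 ± 20.7 in *Tet3*-/- (0.11, 0.724). On day 3, *Hand1* was at 203 ± 55.0 in *Tet3*+/+, 216 ± 43.7 in *Tet3* m/m and 266 ± 81.7 in *Tet3*-/-, with no difference detected (limma adjusted p 0.838 and 0.484). *Hrc* was at 222 ± 4.00 in *Tet3*+/+, 94.2 ± 2.47 in *Tet3* m/m and 315 ± 28.4 in *Tet3*-/- with the empty vector. Dnmt1 lowered it to 184 ± 9.93 in *Tet3*-/- (log2 -0.77, limma adjusted p 0.0115) and 67.0 ± 8.95 in *Tet3* m/m (-0.49, 0.126), and to 165 ± 43.3 in *Tet3*+/+ (-0.45, 0.194). In the Tet3-CD experiment, with 1 sample per condition, *Hrc* went from 444 normalized counts with the empty vector to 232 with Tet3-CD in *Tet3*-/-, from 114 to 130 in *Tet3* m/m and from 96.1 to 121 in *Tet3*+/+. Of the other genes labelled in the paper's heatmap, *Bmpr1b* was raised with the empty vector in *Tet3*-/- (1.53) and lowered there by Dnmt1 (-0.95, limma adjusted p 0.00171), as were *Hoxd1* (0.66 and -0.60, 0.0113), *Bmp4* (0.34 and -0.60, 0.000148) and, short of the threshold, *Fgf9* (0.97 and -1.07, 0.105). On day 3, these 4 genes were not raised in *Tet3*-/- (-0.49, -0.71, -0.65 and -0.86). In *Tet3* m/m, none of them was raised with the empty vector.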

**Fig. 5:**
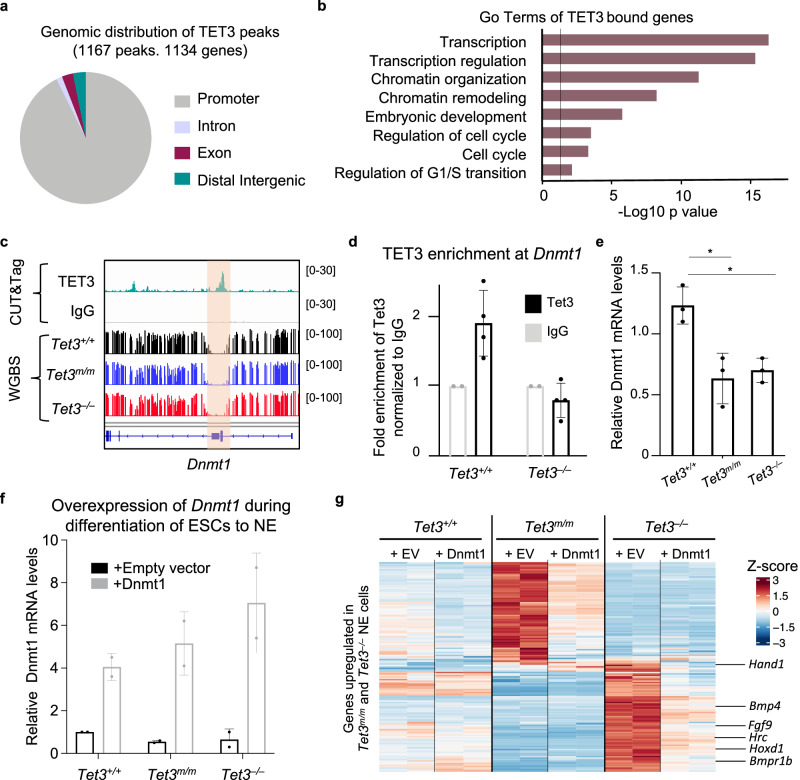
Genome wide occupancy of TET3 in NE cells by CUT&Tag and its enrichment at *Dnmt1* locus. **a** Genomic distribution of 1167 peaks identified by CUT&Tag in *Tet3*^*+/+*^ NE cells. Note, vast majority of the peaks are at promoters. **b** GO analysis of TET3-bound genes. **c** IGV tracks showing TET3 CUT&Tag peaks and DNA methylation levels at *Dnmt1* promoter region. **d** TET3 enrichment at the *Dnmt1* promoter quantified by ChIPqPCR. Data normalized to IgG. **e** Quantification of *Dnmt1* mRNA levels in NE cells (day 3 of –LIF + RA) by RT-qPCR. **f** Quantification of *Dnmt1* by RT-qPCR in NE cells expressing either empty vector (EV) or Dnmt1. **g** Heatmap of upregulated genes in *Tet3*^*m/m*^ and *Tet3*^*–/–*^ NE cells where their expression is corrected by overexpression of *Dnmt1*. For all panels error bars represent SD and * *p* < 0.05 **p < 0.005.

## Discussion

*Tet3*, unlike *Tet1* and *Tet2*, is not expressed in ESCs but is induced upon differentiation. While the catalytic and non-catalytic functions of TET1 and TET2 in ESC biology have been investigated by us and others recently^12,14,35,37^, these dual roles of TET3 in lineage specification have not been well defined. Here, we provide evidence in support of catalytic dependent and independent roles of TET3 in activation of neural and silencing of mesodermal programs, respectively, during differentiation of ESCs to NE. 

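Among other neural genes shown in the paper's figures, *Neurog1* (log2 -4.54, limma adjusted p 0.000206), *Pax3* (-1.13, 0.0174) and *Pax6* (-0.75, 0.0131) were DEGs in *Tet3* m/m on day 3; in *Tet3*-/- they were lower by less than the test resolves (-1.96, 0.0767; -1.08, 0.0847; -0.48, 0.178), and *Neurog1* was higher in *Tet3*-/- than in *Tet3* m/m (2.58, 0.00959). Among the mesodermal genes, *Cav1* differed between the mutants (2.60, limma adjusted p 0.00679), with 1.72 in *Tet3*-/- (0.0869) and -0.87 in *Tet3* m/m (0.207). *Hoxa5* differed as well (0.87, 0.00598) through its fall in *Tet3* m/m (-0.68, 0.00946), with 0.19 in *Tet3*-/- (0.521). *Hoxa5* lies in the chromosome 6 segment that is lower in all 3 *Tet3* m/m samples, and *Cav1* in its part lower in 2 of them. *Myh11* rose in both mutants, by 1.73 in *Tet3* m/m (limma adjusted p 0.0227) and by 2.41 in *Tet3*-/- (0.0505).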

(1) Neural genes were downregulated in both *Tet3*^*m/m*^ and *Tet3*^*–/–*^ NE cells while mesoderm gene were aberrantly upregulated in *Tet3*^*–/–*^ NE cells only. (2) The majority of DMRs in *Tet3*^*m/m*^ and *Tet3*^*–/–*^ NE cells were hypomethylated, which correlated with gene upregulation, while the few hyper-DMRs were linked to downregulated neural genes. (3) *Dnmt1* is directly bound by TET3 in NE cells and is downregulated in *Tet3*^*m/m*^ and *Tet3*^*–/–*^ NE cells, which may be in part responsible for the increased region-specific DNA hypomethylation. Our findings establish that the catalytic dependent and independent roles of TET3 have distinct contributions to NE specification with implications in development.

We identified ~2,400 genes regulated by TET3 catalytic activity and ~750 genes regulated by TET3 non-catalytic roles. In agreement with a prior study, we find that TET3 maintains a balance between neural and mesoderm gene expression programs^11^. Our data further expands upon this study by revealing that the catalytic functions of TET3 activate neural genes while its non-catalytic functions suppress mesodermal genes. Interestingly, it was previously shown that TET3 catalytic activity promotes repression of mesodermal genes via demethylation of the Wnt inhibitor *Sfrp4*, where promoter hypermethylation of *Sfrp4* in TET3 null neural progenitor cells resulted in aberrant activation of Wnt signaling and mesodermal programs^11^. We do not observe hypermethylation nor deregulation of *Sfrp4* in *Tet3*^*m/m*^ and *Tet3*^*–/–*^ NE cells. However, we find robust aberrant upregulation of Wnt pathway and mesoderm genes uniquely in *Tet3*^*–/–*^, but not in *Tet3*^*m/m*^, NE cells supporting that silencing of Wnt signaling during NE specification depends on TET3 non-catalytic functions. 

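*Sfrp4* was close to the lowest level tested, at 8.36 ± 1.33 normalized counts (mean ± SD) in *Tet3*+/+, 18.0 ± 6.75 in *Tet3* m/m and 20.9 ± 2.60 in *Tet3*-/-. Its log2 rises of 0.96 (SE 0.50, limma adjusted p 0.237) and 1.23 (SE 0.56, 0.249) did not pass 0.05, and no alternative brought them below it (0.197 to 0.49 and 0.228 to 0.471).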

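A list of 17 Wnt ligands had a median log2 fold change of 0.47 in *Tet3*-/- (12 higher, limma camera adjusted p 0.0388, 0.0106 to 0.0797 over the alternatives) and -0.53 in *Tet3* m/m (4 higher, 0.023), and 14 of them were higher in *Tet3*-/- than in *Tet3* m/m (0.000133). With the empty vector of the Dnmt1 experiment, the mean log2 value of the ligands was again highest in *Tet3*-/- (8.62 and 8.61). It was 7.40 and 7.46 in *Tet3*+/+ and 5.77 and 5.54 in *Tet3* m/m. In the Tet3-CD experiment it was highest in *Tet3* m/m (8.49, against 7.99 in *Tet3*-/- and 7.54 in *Tet3*+/+). In *Tet3*-/-, *Wnt3* rose by 1.41 (SE 0.34, limma adjusted p 0.0672), *Wnt10b* by 1.87 (SE 0.51, 0.0854) and *Wnt9a* by 0.79 (SE 0.29, 0.167). All 3 differed from *Tet3* m/m, by 1.47 (limma adjusted p 0.0191), 1.90 (0.0357) and 1.34 (0.0153). In *Tet3* m/m, the changes of *Wnt3* (-0.06) and *Wnt10b* (-0.03) changed sign under several alternatives. A list of 14 transcriptional targets of Wnt signaling was not raised on day 3 in *Tet3*-/- (median -0.20, 4 higher, limma camera adjusted p 0.099) or in *Tet3* m/m (-0.04, 0.509). Its mean log2 value with the empty vector was higher in *Tet3*-/- of the Dnmt1 experiment (9.33 and 9.47 against 8.81 and 8.76 in *Tet3*+/+), and in the Tet3-CD experiment it was 8.77 in both.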

Non-catalytic functions of other TETs, in particular TET1, have also been implicated in silencing of Wnt signaling and mesodermal genes suggesting TET catalytic independent roles curtails mesodermal programs as ESCs commit to NE^37^.

While the slight increase in the overall 5mC levels and reduction of 5hmC in *Tet3*^*m/m*^ and *Tet3*^*–/–*^ NE cells is consistent with a role for TET3 in DNA demethylation, the identification of a large number of hypo-DMRs (~8000) in contrast to hyper-DMRs (~1000) in both genotypes was surprising. This has not been observed in TET1 and TET2 deficient ESCs or progenitor cell types^12,14^. The association of hyper-DMRs with neural genes, including *Neurog2* and *Sox1*, supports a catalytic role for TET3 in activating neural programs. The hypo-DMRs were associated to 239 non-catalytic DEGs, of which most were aberrantly upregulated in *Tet3*^*–/–*^, but not in *Tet3*^*m/m*^ cells, and were associated to mesoderm pathways. This suggests that TET3 regulates DNA methylation through catalytic and non-catalytic functions which influences neural and mesodermal programs. Our finding that the maintenance methyltransferase *Dnmt1* is a direct target of TET3 and is downregulated in *Tet3*^*m/m*^ and *Tet3*^*–/–*^ cells may provide a possible explanation to the increased number of hypo-DMRs. The reduced levels of *Dnmt1* alone is sufficient to affect DNA methylation maintenance leading to hypomethylation and gene upregulation irrespective of any mild cell cycle or proliferation defects in Tet3-deficient cells. This is further supported by the fact that overexpression of *Dnmt1* in *Tet3*^*m/m*^ and *Tet3*^*–/–*^ cells corrected the aberrant upregulation of genes. 

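Counted gene by gene, 31 of the 1862 genes upregulated with the empty vector in *Tet3* m/m were DEGs lowered by Dnmt1 and 12 were DEGs raised by it; 1293 (69.4%) were lower by any amount. In *Tet3*-/-, 46 of 1993 were lowered and 104 raised as DEGs, and 760 (38.1%) were lower by any amount. Of the day 3 sets, 21 of the 892 genes of *Tet3* m/m were lowered and 13 raised as DEGs. Of the 81 genes of *Tet3*-/-, 17 were raised and 0 lowered as DEGs, and 3 were lower by any amount (4740 genes had an unadjusted p under 0.05 for Dnmt1 in *Tet3*-/-). These counts take all upregulated genes, whereas the paper's heatmap shows those whose expression was corrected. The paper states that reduced *Dnmt1* is enough to cause hypomethylation and upregulation, and takes the genes corrected by Dnmt1 as further support.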

The expression of de novo methyltransferases *Dnmt3a* and *Dnm3b*, were unaffected in *Tet3*^*m/m*^ and *Tet3*^*–/–*^ NE cells suggesting they are unlikely involved. However, we cannot rule out any changes in their subcellular localization and intra nuclear redistribution potentially impacting DNA methylation, a phenomenon that has been reported for DNMT3A in some cell types^40^. 

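On day 3, *Dnmt3a* was at 7140 ± 262 normalized counts (mean ± SD) in *Tet3*+/+, 6998 ± 476 in *Tet3* m/m and 6991 ± 141 in *Tet3*-/- (log2 -0.03 in both, limma adjusted p 0.852 and 0.888). *Dnmt3b* was at 2736 ± 275, 3934 ± 161 and 2553 ± 345. It rose by 0.53 in *Tet3* m/m (SE 0.11, limma adjusted p 0.0092), below the fold change of 1.5 but with every *Tet3* m/m sample above every *Tet3*+/+ sample, and changed by -0.10 in *Tet3*-/- (SE 0.12, 0.673). *Tet3*-/- was lower than *Tet3* m/m by this test (-0.63, limma adjusted p 0.00799). Without *Tet3*+/+ replicate 2, the rise in *Tet3* m/m was 0.60 and passed both thresholds (adjusted p 0.015, in a range of 0.000324 to 0.046).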

Future studies mapping the genome-wide distribution of DNMTs and TETs in NE cells may provide better molecular insights underpinning the hypo-DMRs of TET-deficient cells.

The dual roles of TET3 in balancing neuroectoderm and mesoderm fates may have some developmental ramifications during early lineage specification and embryogenesis. Deficiency of TET3 in mice allows overtly normal early and mid-gestation development, but TET3 null embryos die perinatally for reasons not yet defined^16^. While gross organs, and in particular the nervous system components, are well developed in TET3 null embryos, histopathological and molecular studies are limited^16^. Future generation and comparison of TET3 catalytic deficient and knockout embryos at cellular and molecular levels during early development can provide better in vivo insights into how TET3 regulates neuroectoderm fate and neurodevelopment. Indeed, similar studies focused on TET1 and TET2 comparing knockout vs catalytic mutant mice have revealed their distinct biological contributions to embryogenesis and hematopoiesis^12,35,41^.

This study defines the dual functions of TET3 in NE specification. Our transcriptomic and epigenomic comparisons of TET3 catalytic mutant and TET3 knockout ESCs has provided key insights on how TET3 regulates neural and mesodermal gene programs via its catalytic and non-catalytic functions, respectively. In contrast, the few studies in the literature that have investigated the role of TET3 in the neural lineage^11,25,27^ have only used knockout or knock down approaches which abrogates the entire TET3 protein and fails to dissect its dual catalytic and noncatalytic functions. One of these studies reports a requirement for TET3 in differentiation of neural progenitors to neurons and preventing apoptosis^27^. While this study does not provide mechanistic insights into how TET3 regulates these two processes, it suggests that TET3 does not influence cell death in early neuroectoderm commitment but rather prevents apoptosis of established neural progenitor cells. 

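A list of 22 apoptosis genes had a median log2 fold change of -0.02 in *Tet3* m/m (10 higher, limma camera adjusted p 0.991) and 0.12 in *Tet3*-/- (16 higher, 0.0591). In *Tet3*-/-, the adjusted p of the list ranged from 0.0232 to 0.156 across the alternatives, and 7 of 8 kept it above 0.05.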

Consistently, we do not find increased apoptosis or deregulation of apoptotic programs in *Tet3*^*m/m*^ and *Tet3*^*–/–*^ neuroectoderm cells. This is not surprising because neuroectoderm specified from ESCs is a different cell type than establish neural progenitors or terminally differentiated neurons, and therefore TET3 may have different functions in each. Future studies aimed at dissecting the catalytic and noncatalytic roles of TET3 in formation of neurons may elaborate which TET3 functions contribute to neurogenesis. Future studies are also warranted to further understand the mechanisms of how TET3 represses mesodermal genes, perhaps either through directly binding at its target genes and recruiting repressive factors to silence them, as we have reported for TET1 and TET2 in ESCs^12,14^, or indirectly through modulation of signaling pathways^37^. It will also be important to better define the relationship between TETs and DNMTs in shaping the DNA methylation dynamics to influence gene expression. These will be important for understanding epigenetic mechanisms of lineage commitment and development with implications for cancers where TETs and DNMTs are mutated or deregulated.

We note that our TET3 occupancy data is limited to only ~1200 peaks, which is fewer compared to TET1 and TET2 peaks in ESCs and in other cell types^12,14^. The lower number of peaks identified could be due to various biological or technical reasons including: (1) TET3 is expressed at lower levels or is unstable in NE cells, (2) TET3 binds with low affinity to chromatin, and/or (3) TET3 antibodies are not sensitive enough or methods such as CUT&Tag or ChIP-seq are not robust enough for mapping occupancies of large proteins like TET3. All these factors could have contributed to the reduced number of TET3 peaks detected in NE cells, and therefore may have prevented the identification of some key direct target genes of TET3. This may also explain the scarcity of TET3 occupancy data in the literature. Future optimization of antibodies and methodologies may resolve these issues. 

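In the other RNA-seq experiments, *Tet3* in *Tet3* m/m with the empty vector was lower than in *Tet3*+/+ as well: by a log2 fold change of -1.53 (SE 0.08, limma adjusted p 5.58e-13) with 2 samples per genotype in the Dnmt1 experiment, and by a log2 ratio of -1.36 in the single pair of samples of the Tet3-CD experiment. In every *Tet3* m/m sample of the 3 experiments, *Tet3* lies inside a segment of 380 to 386 genes of chromosome 6 that is lower as a block, with medians of -0.89 to -0.85 on day 3, -0.78 to -0.74 in the Dnmt1 experiment, and -0.85 and -0.79 in the Tet3-CD experiment. The rest of the chromosome had medians of 0.03 to 0.09 in *Tet3* m/m on day 3. No *Tet3*-/- sample has a segment lower as a block, the lowest median there being -0.07. In all 4 *Tet3*-/- samples of the Dnmt1 experiment, a segment of 385 to 398 genes that holds *Tet3* was higher, by 0.21 to 0.27. The segment medians are against all *Tet3*+/+ samples of the experiment.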

We also note that TET3 catalytic mutant mRNA levels are significantly reduced in *Tet3*^*m/m*^ NE cells compared to TET3 wildtype mRNA levels in *Tet*^*+/+*^ NE cells. It is possible that the TET3 mutant transcript is unstable and that TET3 mutant protein is reduced as well. Using the same conserved mutations in the catalytic pocket of TET1 and TET2 has not resulted in any significant reduction of mutant TET1 or TET2 transcripts^12,14^. Thus, this reduction in TET3 mutant transcript levels is unique to TET3. An alternative possibility that can explain the reduced *Tet3* transcript levels in *Tet3*^*m/m*^ NE cells is an auto-regulatory mechanism, where TET3 catalytic activity is needed for proper expression of *Tet3*. While our CUT&Tag data does not show enrichment of TET3 at *Tet3* promoter and gene body, it is possible that TET3 transiently binds to these regions, or that TET3 is enriched at regions distal to the *Tet3* gene that are not yet implicated in *Tet3* regulation. Regardless, the reduced Tet3 transcript levels in *Tet3*^*m/m*^ NE cells should be taken into consideration in data interpretation.

## Materials and Methods

### Generation of *Tet3*^*m/m*^ and *Tet3*^*–/–*^ mouse ESCs

TET3 catalytic deficient (*Tet3*^*m/m*^) and knockout (*Tet3*^*–/–*^) mouse ESCs were generated following our previous CRISPR/Cas9 gene targeting protocols^42^. To generate *Tet3*^*m/m*^ mouse ESCs: A donor oligo containing two point mutations (H950Y and D952A) in the TET3 iron binding site (in exon 9) and a silent mutation introducing a *HaeIII* restriction enzyme site was synthesized. A gRNA targeting exon 9 was designed and cloned into a px330-GFP vector. 1.5 μg of gRNA and 3.5 μg of donor oligo were transfected into wild-type mouse ESCs (v6.5 mixed 129/B6 background, male). Correctly targeted clones were validated by RLFP using *HaeIII* restriction enzyme and sanger sequencing. To generate *Tet3*^*–/–*^ mouse ESCs: two gRNA flanking exon 4 were generated and cloned into px330-GFP and -Cherry vectors. 2.5 μg of each gRNA was transfected into wild-type ESCs, and double positive cells were sorted by FACs. Correctly targeted clones were validated by PCR and loss of *Tet3* mRNA expression was confirmed by RT-qPCR. Sequences of gRNA, oligos, and primers used for genotyping are in Supplementary Table 1. The *Tet3*^*m/m*^ and *Tet3*^*–/–*^ mouse ESCs generated in this study are available upon request from the corresponding author.

### Mouse ESC culture and differentiation to NE

All mouse ESCs (v6.5 mixed129/B6 background, male) were cultured on feeders in ESC media containing serum/LIF as previously described^12^. For gene targeting validation, ESCs were trypsinized, pre-plated for 1 h to remove feeder cells, and seeded on gelatin-coated plates for 24 h before harvesting for DNA and RNA extraction. ESCs were differentiated to NE as previously described^39^. Briefly, pre-plated ESCs were cultured on gelatin-coated plates for 24 h and differentiated for 72 h in the absence of LIF (DMEM supplemented with 10% FBS, 2 mM glutamine, 1x non-essential amino acids, 100 U/mL penicillin, 100 g/mL streptomycin, 1 μM retinoic acid (RA), and 50 mM β-mercaptoethanol). Cells were harvested at 72 h of differentiation for transcriptomic and epigenomic analyzes.

### Transfection of mouse ESCs during differentiation

Hemagglutinin (HA)–tagged wild-type Tet3 catalytic domain (Tet3-CD) was cloned into FUW-HA-2A-tdTomato vector. Myc-tagged Dnmt1 (pCAG-myc-Dnmt1-IRES-blast) and empty vector (pCAG-myc-IRES-blast) were obtained from Dr. Taiping Chen at University of Texas MD Anderson Cancer Center. ESCs were cultured and differentiated as stated above. All transfections were carried out using XtremeGene DNA transfection reagent following manufacturer guidelines. For Tet3-CD overexpression: *Tet3*^*+/+*^, *Tet3*^*m/m*^, and *Tet3*^*–/–*^ cells were transfected with either empty vector (FUW-HA-2A-tdTomato) or Tet3-CD (FUW-HA-Tet3-CD-2A-tdTomato) on day 2 of -LIF + RA differentiation. Cells were collected for RNA extraction 48 h later when Tet3-CD expression and tdTomato+ cells were the highest. For *Dnmt1* overexpression: *Tet3*^*+/+*^, *Tet3*^*m/m*^, and *Tet3*^*–/–*^ ESCs were transfected with either empty vector or myc-Dnmt1 and media was changed to -LIF + RA at day 0. 48 h after transfection, cells were treated with 10 ug blasticidin for 24 h followed by collection for RNA extraction. RNA was extracted using Qiagen RNeasy kit and subjected to RNA-seq at Novogene.

### Proliferation and cell cycle assay

For the proliferation assays, 25,000 ESCs of each genotype were seeded onto one well of a gelatin-coated 12-well plate. After 24 h, media was changed to differentiation media (–LIF + RA) and viable cells were counted every 24 h for 3 days. For cell cycle analysis, day 3 differentiated cells (–LIF + RA) were treated with 20uM EdU and 0.1 mg/mL RNase A and 50 µg/mL propidium iodide (PI, P4864, SigmaAldrich, Inc., St. Louis, MO, USA) using the Click-It 647 EdU kit (Thermo-Fisher C10424) following manufacturer’s instructions. Cell cycle analysis was performed using a BD LSR II flow cytometer (BD Biosciences, Franklin Lakes, NJ, USA) and FlowJo software (v.10.8.0).

### Teratoma Assay

Pre-plated wild-type, *Tet3*^*m/m*^, and *Tet3*^*–/–*^ mouse ESCs were grown on gelatin-coated plates for 24 h. 1 million cells were harvested and injected subcutaneously into SCID mice (Taconic) as previously described^12^. After 7 weeks, tumors were harvested, fixed in formalin for 2 days, paraffin embedded, sectioned, and stained with Hematoxylin and Eosin at the Einstein Histopathology Core. Slide were imaged using an upright light microscope.

### RT-qPCR and ChIP-qPCR

RT-qPCR was performed as previously described^12^. RNA was extracted from 3 clones of each genotype at day 0 (ESCs cultured on gelatin-coated plates for 24 h) and day 3 of –LIF + RA differentiation using the Qiagen RNeasy mini kit (74104) and subjected to cDNA synthesis using Superscript IV kit (Invitrogen, 18091050), according to manufacturer’s protocols. RT-qPCR was performed using SYBR green and primers in Supplementary Table 2 in a BD Applied Biosystems StepOne^TM^ Real-Time PCR System. Data were normalized to *Gapdh* and wild-type controls. ChIP-qPCR for TET3 was performed in day 3 -LIF + RA NE cells using anti-TET3 antibody (Millipore ABE290) and primers targeting *Dnmt1* promoter as described before^12^. Dnmt1 primers were designed according to TET3 bound coordinates identified from CUT&Tag analysis. Data was calculated as fold enrichment over IgG and plotted as fold change.

### RNA-Seq and data analysis

RNA-seq was performed as previously described^12^. Day 3 -LIF + RA neuroectoderm cells were collected and total RNA was extracted as described above. Library preparation and mRNA sequencing were done by Novogene using their Illumina Novoseq 6000 platform. Trim galore (v0.6.7) was used to remove adapters and trimmed reads were mapped to the mouse genome (mm39) using STAR (v2.7.9a)^43^ with default parameters. Gene counts were extracted from mapped reads using featureCounts with --largestOverlap parameter. Raw counts were used to identify differentially expressed genes (DEGs) with DESeq2^44^ (false discovery rate-adjusted p-value < 0.05 and fold-change >1.5), following the package documentation. Gene ontology (GO) enrichment analyzes of DEGs was performed using DAVID^45^ (https://david.ncifcrf.gov/). All plots were made in R using custom scripts.

### WGBS and data analysis

Whole-genome bisulfite sequencing (WGBS) was performed as described previously^12^. DNA from day 3 -LIF + RA NE cells was extracted by Quick-DNA miniprep kit (Zymo, D3024) following the manufacturer’s instructions. Bisulfite conversion and sequencing were performed at BGI Genomics (https://en.genomics.cn/). Lamda DNA spike-in confirmed a >99.0% bisulfite conversion efficiency. The libraries were subjected to 100 bp pair-end sequencing on a HiSeq 4000 Illumina platform. Raw reads were filtered by SOAPnuke (https://github.com/BGI-flexlab/SOAPnuke) with the parameters -n 0.001 -l 20 -q 0.4 –adaMR 0.25 –ada_trim –polyX 50 –minReadLen 100 to remove adapters and filter out low-quality reads. Clean reads were mapped to mouse genome mm10 using Bismark (v0.23.1)^46^ with default parameters. Duplicated reads were removed using deduplicate_bismark and methylation status of each cytosine was determined with bismark_methylation_extractor. The deduplicated BAM files were balanced to the sample with the lowest reads using samtools. The resulting BAM files were then converted to be compatible with methpipe^47^ (v5.0.1) using methpipe format_reads -f and sorted using samtools. Bisulfite rate conversion was determined by bsrate, single-site methylation levels were identified by methcounts, and symmetric CpGs were merged with symmetric-cpgs. Methylation was compared between samples using methdiff and differentially methylated regions (DMRs, regions >5 CpGs, methylation difference >20%, and FDR < 0.05) between *Tet3*^*m/m*^ vs. *Tet3*^*+/+*^ and *Tet3*^–/–^ vs. *Tet3*^*+/+*^ were identified using hmr and then dmr. DMRs were annotated to genomic features with R package ChIPseeker (v1.36.0). Methylation line plots at DMRs were generated using plotProfile function of deepTools (v3.5.1)^48^. For visualization on Integrative Genome Browser (IGV), bedGraph files were converted to bigwig files using bedGraphToBigWig from bedtools (v2.30.0)^49^. To determine the overlapping *Tet3*^*m/m*^ and *Tet3*^*–/–*^ DMRs, BED files were intersected using bedtools intersect with default parameters.

### hmeDIP and data analysis

*Tet3*^*+/+*^, *Tet3*^*m/m*^ and *Tet3*^*–/–*^ mouse ESCs were differentiated to NE (-LIF + RA for 3 days). DNA was extracted and subjected to hMeDIP (Active Motif hMeDIP Kit #55010) following manufacturer guidelines, and amplified using NEBNext HiFi 2x PCR Master mix. Libraries were cleaned with AMPure XP beads (#A63880) and subjected to 75 bp paired-end sequencing using Illumina NextSeq 500 platform at the Einstein Epigenomics Core. Adapters were trimmed using TrimGalore and sequencing reads were mapped to the mouse genome (mm10) using bowtie2 (v2.4.5)^50^ with the following parameters: --local --sensitive --very-sensitive-local --no-unal --no-mixed --no-discordant –phred33 -I 10 -X 700. The BAM files were balanced to the sample with the lowest reads using samtools and were used to call peaks using MACS2 (v2.2.7.1)^51^ with the following parameters: -p 0.0001 -f BAMPE --keep-dup all. BED files with genomic coordinates were annotated using ChIPseeker (v1.36.0). IgG bigwig was subtracted from *Tet3*^*+/+*^, *Tet3*^*m/m*^ and *Tet3*^*–/–*^ bigwigs using function bigwigCompare --operation subtract from deepTools. The output bigwig files were used to make line plots using function plotProfile from deepTools.

### CUT&Tag and data analysis

To map the genomic occupancy of TET3, CUT&Tag was applied to day 3 -LIF + RA differentiated wild-type cells as described previously^12^. 500,000 cells (per antibody) were collected at 72 h of differentiation and crosslinked with 0.5% formaldehyde for 5 mins. Fixed cells were bound to Concavalin A-coated beads, permeabilized, and incubated with primary antibodies (anti-Tet3 Millipore ABE290 and rabbit IgG isotype control CST 3900) overnight at 4 °C. Samples were then incubated with secondary antibody (guinea pig anti-rabbit Antibodies Online ABIN101961) at room temperature followed by incubation with pre-loaded pA-Tn5. Transposase was activated at 37 °C with magnesium to fragment bound DNA. DNA was isolated by phenol-chloroform isoamyl alcohol extraction and amplified using NEBNext HiFi 2x PCR Master mix. Libraries were cleaned with AMPure XP beads (#A63880) and subjected to 75 bp paired-end sequencing using Illumina NextSeq 500 platform at the Einstein Epigenomics Core. Sequencing reads were mapped to the mouse genome (mm10) using bowtie2 (v2.4.5) with the following parameters: --local --sensitive --very-sensitive-local --no-unal --no-mixed --no-discordant –phred33 -I 10 -X 700. Duplicates were removed using Picard tools MarkDuplicates function. The BAM files were balanced to the sample with the lowest reads using samtools and were used to call peaks using MACS2 (v2.2.7.1) with the following parameters: -p 0.00001 -f BAMPE --keep-dup all. BED files with genomic coordinates were annotated using ChIPseeker (v1.36.0). Line plots and heatmaps were generated using deepTools.

### Statistics and reproducibility

All experiments were performed with three biological replicates unless otherwise described in the methods. GraphPad Prism 8 was used to perform statistical analyzes. One way ANOVA test or unpaired t-test was applied to calculate statistical significance. Differences were considered statistically significant when *p* < 0.05. Statistical methods used for bioinformatics analyzes are explained in detail under the respective methods sub-sections.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplemental Material

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

The RNA-seq, CUT&Tag and WGBS data have been deposited in the Gene Expression Omnibus (GEO) database. Accession number (GSE237800). The uncropped images of gels can be found under Supplementary Information as Supplementary Fig. 5. The source data for all figures are provided in Supplementary Data 1. All other relevant data and the ESC lines used to generate the data in this study are available upon request from the corresponding author.

# Supplementary material for: Catalytic-dependent and -independent roles of TET3 in the regulation of specific genetic programs during neuroectoderm specification
**Source:** Commun Biol. 2024 Apr 5;7:415. doi: 10.1038/s42003-024-06120-w
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** The source data behind the graphs and heatmaps in the paper.

# Supplementary material for: Catalytic-dependent and -independent roles of TET3 in the regulation of specific genetic programs during neuroectoderm specification
**Source:** Commun Biol. 2024 Apr 5;7:415. doi: 10.1038/s42003-024-06120-w
**Supplement:** Supplementary file 4 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                      |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | All resources, software and codes used in this study for data collection are commercially and publicly available as open source and are detailed in the methods and listed in supplementary table 2. |
| Data analysis   | All resources, software and codes used in this study for data collection are commercially and publicly available as open source and are detailed in the methods and listed in supplementary table 2. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA-seq, CUT&Tag and WGBS data have been deposited in the Gene Expression Omnibus (GEO) database. Accession number (GSE237800). Data are publicly

available upon publication. The source data for figures are provided as Supplementary Data 1. The uncropped images of genotyping gels are provided in Supplementary Information as supplementary Fig. 5.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used

Validation

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                       |
|----------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | Tet3m/m (catalytic deficient) and Tet3 <sup>-/-</sup> (knockout) mouse embryonic stem cell lines generated in the lab for this study. |
| Authentication                                                       | Genotypes of cell lines are validated by PCR, restriction fragment length polymorphism (RFLP) and Sanger sequencing.                  |
| Mycoplasma contamination                                             | All cell lines have tested negative for mycoplasma.                                                                                   |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in this study.                                                                         |

How the deposited data were processed for this re-analysis (not part of the article)

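The RNA-seq values of 26 samples from 3 experiments were used: 8 samples of day 3 NE cells, 12 of the Dnmt1 experiment and 6 of the Tet3-CD experiment. The authors trimmed the reads with Trim Galore, aligned them to mm39 with STAR, assigned them to genes with featureCounts and normalized the counts with DESeq2. The deposited signal values are thus normalized counts that the authors made from aligned reads by dividing each sample by its DESeq2 size factor. In every sample, each value is a whole multiple of what 1 read is worth (100.0% of values within 0.01 of a whole number), so the reads behind the values were recovered. The lowest mean deposited value of a gene was 9.46 in the day 3 experiment, 9.35 in the Dnmt1 experiment and 3.87 in the Tet3-CD experiment, so genes with lower values had been left out before. The planned tests assumed normalized counts on a linear scale, which the values fit. Recovered reads per sample were 36594650 to 47710548 on day 3, 31155842 to 50845950 in the Dnmt1 experiment and 33475041 to 37707719 in the Tet3-CD experiment.

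Groups are the genotypes *Tet3*+/+, *Tet3* m/m and *Tet3*-/-, with the vector as a further factor in the transfection experiments. Day 3 cells comprise 3, 3 and 2 samples, the Dnmt1 experiment 2 per genotype and vector, and the Tet3-CD experiment 1 per genotype and vector. Replicate numbers were taken from the column names; the 2 empty-vector *Tet3*+/+ samples of the Dnmt1 experiment carry no distinct numbers. Clone names come from the headers of the paper's supplementary DEG list, whose values match the deposited ones.

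Genes with a mean deposited value of at least 10 were tested: 17915 of 17948 on day 3, 18055 of 18091 in the Dnmt1 experiment and 17481 of 17705 in the Tet3-CD experiment. Group means were fitted with limma 3.58.1 (R 4.3.3) to the log2 of the deposited value plus 1, with an empirical Bayes trend and all groups of an experiment in one fit, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested. DEGs have an adjusted p under 0.05 and a fold change above 1.5. Gene sets were tested with limma's camera at an inter-gene correlation of 0.01. At this fixed correlation, its p compares genes with genes and hardly covers differences between the samples of a group. Shares of genes have Wilson 95% intervals, and overlaps with DMR lists were tested with one-sided Fisher's exact tests. In the Tet3-CD experiment, medians of gene sets were placed among 10000 random lists with the same size and the same spread over 20 bins of mean expression. Other tools were edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, with the random seed 20240405.

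Named genes are those that the paper's text or figures name for their RNA level, the 3 DEGs with the largest rise and the 3 with the largest fall in each mutant among DEGs whose groups do not overlap, *Xist*, and the members of 12 lists of marker genes. The tests, this rule, the lists and the alternatives were set before the data were examined, except where the text says that a choice followed the data. The alternatives were pseudocounts of 0.1 and 5, no filter or a mean of at least 50, edgeR's quasi-likelihood test and DESeq2 on the recovered reads, rescaling by TMM factors (which lay between 0.9919 and 1.008), only the compared groups in the fit, no fold change threshold, the replicate number as a block, each replicate left out, other gene sets, and promoter DMRs only or another background.

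For chromosomes, the median log2 ratio of each chromosome's genes in each sample against the mean of the other *Tet3*+/+ samples of its experiment, with either vector, was compared with 1000 random gene sets of the same size, and shifts of at least 0.2 were followed up. A segment was located as the run of at least 100 neighbouring genes whose ratios, limited to 2 in either direction, differ most from the rest of the chromosome. A reference of the *Tet3*+/+ samples with the empty vector alone, chosen after seeing the data, was added for the transfection experiments and is named where it is used. Gene order, GC content and transcript length come from the GENCODE annotation of an earlier mouse assembly than the authors' one, matched by name: 99.2% of the day 3 genes have a chromosome there and 97.2% a length and GC content. No position from that annotation is given; DMR positions are the paper's.

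The methods were tested on simulated data. Of 200 genes changed in simulated counts, limma recovered 191 in a design with 3 against 3 samples, 185 with 2 against 3 and 197 with 2 against 2 of 6 groups, with 21, 16 and 4 false calls; DESeq2 recovered 195, 190 and 197 with 41, 39 and 1 false calls, and edgeR 191, 184 and 197 with 18, 12 and 3. These counts hold only for the sizes of change that were simulated, and not for smaller changes. With 2 against 3 simulated samples, limma and DESeq2 recovered similar numbers of genes (185 and 190). In *Tet3*-/- on day 3, limma called 115 DEGs and DESeq2 916. The simulation therefore does not show that limma misses few of the *Tet3*-/- changes. With no gene changed in the simulation, limma and edgeR called 0 genes and DESeq2 up to 3. Of 40 unchanged gene lists, 39 lay inside the middle 95% of random lists. A chromosome lowered by 0.35 was measured at -0.30, and the borders of a lowered segment were missed by 1 and 0 genes.

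WGBS, hmeDIP and CUT&Tag reads and the RT-qPCR and flow cytometry data were not analysed here. Hypo-DMRs were used for chromosomes 1, 10 and 11, and the *Tet3* m/m DMR lists were not used here. GO enrichment was not repeated. The value of 1 gene that the rule for named genes covers is not reported here.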

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

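For the Dnmt1 experiment, the counts of genes whose change differed between genotypes were not among the planned results. The other tests in this part were set before the results they measure were seen. The response to Dnmt1 differed between genotypes by an interaction test. Among the genes upregulated in *Tet3*-/- on day 3, the change with Dnmt1 was higher in *Tet3*-/- than in *Tet3*+/+ by a median log2 of 0.35 (70 of 81 genes; limma camera adjusted p 8.64e-18), and over all genes the change differed for 721 (481 higher, 240 lower in *Tet3*-/-). Among the genes upregulated in *Tet3* m/m, the change was higher in *Tet3* m/m than in *Tet3*+/+ by 0.10 (564 of 892 genes; 0.033), and over all genes it differed for 109 (94 higher, 15 lower in *Tet3* m/m). Dnmt1 also changed 212 genes in *Tet3*+/+ cells, on which the paper does not report. For the *Tet3* m/m set, an effect of Dnmt1 or its vector on any cell remains a candidate explanation, because the set fell by 0.15 in *Tet3*+/+ and by less in *Tet3* m/m (interaction p 0.033). For the *Tet3*-/- set, such an effect alone does not account for the rise of the day 3 genes in these cultures. That rise was much larger in *Tet3*-/- (limma camera adjusted p 8.64e-18), but this p hardly covers differences between the samples of a group. Both results depend on the set: for the genes upregulated with the empty vector, the interaction was -0.10 in *Tet3* m/m (4.42e-06; -0.01 in *Tet3*+/+, -0.14 in *Tet3* m/m) and -0.05 in *Tet3*-/- (0.249; 0.14 in *Tet3*+/+, 0.09 in *Tet3*-/-). *Dnmt1* itself rose more in *Tet3*-/- (log2 1.06) than in *Tet3*+/+ (0.64), so a response to the higher level may contribute and was not tested apart. Whether the paper's lower expression after Dnmt1 comes from choosing genes on the empty-vector samples was tested by choosing them on replicate 1 and measuring replicate 2. The 2856 genes so chosen in *Tet3* m/m fell by 0.20 in replicate 1 and by 0.09 in replicate 2, so that 43.6% of the change was left. The day 3 genes, not chosen on these samples, also moved less in replicate 2 (-0.06) than in replicate 1 (-0.12), so an effect of choosing the genes cannot be told apart from a weaker response in replicate 2. In *Tet3*-/-, the 2651 genes changed by 0.03 and 0.16 (523.5%), and with so small a change in replicate 1 the explanation cannot be told apart.

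For chromosomes 6 and 8, the test of a segment around *Tet3* was chosen after the shift of chromosome 6 had been seen, and the others before the results they measure. A segment of chromosome 6 had a median log2 fold change of -0.89 in *Tet3* m/m on day 3, and chromosome 8 a shift of -0.38 in the lowest *Tet3* m/m sample, in genes that the paper does not discuss as groups. These chromosomes hold 22.5% of the *Tet3* m/m DEGs. A lower copy number of all of chromosome 6 does not account for this: of its 4 parts with equal numbers of genes, 1 shifted by 0.09 in a *Tet3* m/m sample. Loss of 1 copy of a segment of 380 to 386 genes that holds *Tet3* remains: the segment's weakest median in a *Tet3* m/m sample of day 3 was -0.85, near the -1 that loss of 1 of 2 copies gives. A lower segment was also found in each *Tet3* m/m sample of the other experiments, with medians of -0.78 to -0.74 in the Dnmt1 experiment and of -0.85 and -0.79 in the Tet3-CD experiment, further from -1. For chromosome 8, all 4 such parts were lower in each *Tet3* m/m sample of day 3 (weakest -0.25), so a copy number lower than in the *Tet3*+/+ cultures, in part or all of the cells, remains. In the Dnmt1 experiment the shift was -0.47 to -0.44 in *Tet3* m/m and -0.39 to -0.37 in *Tet3*-/-, but in the Tet3-CD experiment it was only -0.08 and -0.10 in *Tet3* m/m and 0.10 and 0.13 in *Tet3*-/-, so a lower copy number fixed in all *Tet3* m/m cultures is not what these samples show. It may equally be a higher copy number in the *Tet3*+/+ cultures, since *Tet3*-/- replicate 1 lay 0.17 above and *Tet3*-/- replicate 2 0.31 below the *Tet3*+/+ mean and *Tet3*+/+ replicate 3 0.18 above it; -0.25 does not tell these apart. In *Tet3*-/-, 1.7% of DEGs lie on chromosome 8, so its shift does not account for them. No biological explanation for a block of neighbouring genes was tested, and DNA copy number was not analysed here.

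For the Y-linked genes, the test was chosen after the spread between samples had been seen. Their mean log2 value ranged over 8.79 between samples: it was 7.60, 7.12 and 7.08 in *Tet3*+/+, 0.59, 5.90 and 5.51 in *Tet3* m/m, and 5.85 and 9.37 in *Tet3*-/-. Loss of the Y chromosome from part of the cells would lower all its genes alike. The log2 ratios between the highest and a middle sample were 3.07 for *Eif2s3y*, 2.55 for *Uty* and 0.86 for *Kdm5d*, a range of 2.20. The range rests on *Kdm5d* alone, which is at low counts (29.6 and 15.8). In the Dnmt1 experiment, *Kdm5d* was not higher in *Tet3*-/- (7.14 to 20.9) than in *Tet3*+/+ (16.1 to 21.7), whereas *Ddx3y* was (1365 to 1543 against 511 to 634). Only *Kdm5d* thus speaks against loss from part of the *Tet3*+/+ cells as the source of the higher values in *Tet3*-/-. Because of its low counts, that loss is not excluded. For *Tet3* m/m, such a loss remains: every *Tet3* m/m sample lay below every *Tet3*+/+ sample (median -3.49, 0 of 4 genes higher; limma camera adjusted p 0.0388), and with the empty vector the list was again lower, with both *Tet3* m/m samples more than 2 log2 units below both *Tet3*+/+ samples (7.80 and 7.78) in the Dnmt1 experiment and 1.78 against 8.37 in the Tet3-CD experiment. An effect of the genotype was not tested apart from a difference between clones.

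For the marker lists, the tests of *Xist*, the culture state, the pluripotency list and the repeat in another experiment were chosen after the result was seen. The p53 target list was higher in *Tet3*-/- by a median log2 of 0.45 (17 of 18 genes; limma camera adjusted p 1.57e-06), the list of actin-SRF and YAP targets by 1.11 in *Tet3*-/- (20 of 20; 5.98e-16) and by 0.42 in *Tet3* m/m (19 of 20; 0.000956), and in *Tet3* m/m the pluripotency list was higher by 0.59 (15 of 16; 0.011) and the extraembryonic endoderm list by 0.60 (15 of 18; 0.000754). The paper reports on none of these lists. By sample, 2 of the *Tet3* m/m lists overlapped *Tet3*+/+. The actin-SRF and YAP list was at 12.55 in *Tet3* m/m replicate 3, below 12.76 and 12.81 in *Tet3*+/+. The pluripotency list was at 8.71 in *Tet3* m/m replicate 1, below 8.83 and 9.20. The extraembryonic endoderm list in *Tet3* m/m and both lists named for *Tet3*-/- did not overlap *Tet3*+/+. Part of this recurred with the empty vector, as mean log2 values against *Tet3*+/+. The pluripotency list was again higher in *Tet3* m/m (12.03 and 12.03 against 10.73 and 10.68 in the Dnmt1 experiment, 9.90 against 8.19 in the Tet3-CD experiment). In the Dnmt1 experiment, so were the extraembryonic endoderm list in *Tet3* m/m (12.78 and 12.77 against 11.46 and 11.55) and the p53 list in *Tet3*-/- (12.55 and 12.46 against 11.68 and 11.69). The actin-SRF and YAP list was higher there in *Tet3*-/- (13.07 and 13.03 against 12.10 and 11.99) but lower in *Tet3* m/m (10.88 and 10.95). In the Tet3-CD experiment it was at 13.44 in *Tet3* m/m and 12.13 in *Tet3*-/- against 12.35. The p53 list was at 12.00 in *Tet3*-/- against 11.90, and the extraembryonic endoderm list was lower in *Tet3* m/m (11.05 against 13.38). Feeder fibroblasts carried over might raise mesodermal and actin genes in *Tet3*-/-, and the feeder list was higher there (0.44, 16 of 18; 0.000141), but female feeder cells would raise *Xist*, which changed by -0.93 in *Tet3*-/-, and the sex of the feeders is not given, so this weighs against feeders in *Tet3*-/- only if they hold female cells. *Xist* rose in *Tet3* m/m by 2.15 (limma adjusted p 0.0254, 1.32e-05 to 0.0865 over the alternatives), with 524, 289 and 104 counts against 51.1 to 59.8 in *Tet3*+/+. Its highest value was in the sample whose Y-linked genes were nearly absent. The feeder list, however, was not higher in *Tet3* m/m on day 3 (median -0.08, 9 of 18; limma camera adjusted p 0.858). With the empty vector its mean log2 value was 7.78 and 7.80 against 9.59 and 9.47 in the Dnmt1 experiment, and 9.89 against 9.99 in the Tet3-CD experiment. The feeder list thus argues against feeders in *Tet3* m/m, while *Xist* leaves them open. With the empty vector, *Xist* was lower in *Tet3* m/m in the Dnmt1 experiment (-1.09, 0.0295) and higher in the Tet3-CD experiment (102 against 34.2 counts). Over all genes, the *Tet3*-/- profile correlated little with the difference of the other *Tet3*+/+ replicates (-0.14, 0.03 and 0.17). This weighs against a culture state that varies between *Tet3*+/+ replicates over all genes, but not against one limited to some lists. The actin-SRF and YAP list was at 12.76, 11.98 and 12.81 in the *Tet3*+/+ replicates, against 13.67 and 13.69 in *Tet3*-/-. For fewer pluripotent cells, no change of the pluripotency list was detected in *Tet3*-/- on day 3 (-0.22, 0.429; adjusted p 0.0933 to 0.936 over the alternatives), but with the empty vector of the Dnmt1 experiment the mean log2 value of the list was 8.09 and 8.16 in *Tet3*-/- against 10.73 and 10.68 in *Tet3*+/+. In the Tet3-CD experiment it was the other way round (9.31 against 8.19), so this explanation is neither borne out nor excluded. The genes upregulated in *Tet3*-/- were also higher with the empty vector of the Dnmt1 experiment (88.9%, 72 of 81), as were 78.5% (700 of 892) of those in *Tet3* m/m, but in the Tet3-CD experiment with the empty vector only 48.1% (39 of 81, median -0.02) of the *Tet3*-/- genes were higher, so a state of the cultures is not excluded for *Tet3*-/-. The pluripotency and extraembryonic endoderm genes of *Tet3* m/m may reflect cells that differentiated less, a hypothesis that these bulk values cannot tell apart from a mix of cell types; the adjusted p of the pluripotency list ranged from 2.38e-05 to 0.141 over the alternatives.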

How the results depend on the processing

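The count of *Tet3*-/- DEGs depended most on the choices made. Against 115 in the fit as reported, it was 64 with a pseudocount of 0.1, 223 with 5, 58 for genes with a mean of at least 50, 67 after TMM rescaling, 916 with DESeq2 and 664 with only the compared groups in the fit. Over the 6 fits that each left out a *Tet3*+/+ or *Tet3* m/m replicate it ranged from 0 to 706. The count was 0 without *Tet3*+/+ replicate 1 or 3 or *Tet3* m/m replicate 2, where 3120, 2951 and 3225 genes had an unadjusted p under 0.05. It was 706 without *Tet3* m/m replicate 1, in a fit that left the *Tet3*-/- and *Tet3*+/+ samples unchanged, so the estimate of the spread moves it and not the *Tet3*-/- values.

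Counts that build on the *Tet3*-/- list moved with it. DEGs called in *Tet3*-/- only were 29 with a pseudocount of 0.1, 146 with 5, 26 for a mean of at least 50, 43 with edgeR, 29 after TMM rescaling, 608 with DESeq2, 503 with only the compared groups, and 0 to 551 without a replicate. Shared DEGs were 77 with a pseudocount of 5, 32 for a mean of at least 50, 308 with DESeq2, 161 with only the compared groups and 0 to 190 without a replicate. The total was 2920 with DESeq2 and 1250 to 2116 without a replicate, and DEGs between *Tet3*-/- and *Tet3* m/m were 1157 with only the compared groups and 1152 to 2219 without a replicate. The *Tet3* m/m count stayed within 1250 to 1692 without a replicate.

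The share of *Tet3* m/m DEGs that were up was 46.1% for a mean of at least 50, 53.7% with DESeq2 and 41.5 to 47.0% without a replicate. The share of *Tet3*-/- DEGs that were up was 67.4 to 100.0% over the 3 fits with such DEGs (2 genes in the highest), and of those in *Tet3*-/- only 70.8 to 77.2% over 2 fits and 84.1% with the replicate block. The share of *Tet3*-/--only DEGs that differ from *Tet3* m/m was 27.6% with only the compared groups, 75.4% without a fold change threshold and 36.5 to 63.9% over 2 fits. The other fits without a replicate gave no such DEGs and so no share.

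Settings chosen after seeing the data are given apart. Without the genes of chromosomes 6 and 8, *Tet3*-/- DEGs were 233, those in *Tet3*-/- only 159, of which 50.3% differ from *Tet3* m/m, and 60.8% of *Tet3* m/m DEGs were up. With the day 3 sets taken from DESeq2, the *Tet3*-/- upregulated set moved by 0.62 with Tet3-CD.

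The replicate number as a block gave 1893 *Tet3* m/m and 98 *Tet3*-/- DEGs. Samples with the same number were not more alike (mean correlation 0.04 for *Tet3*+/+ and *Tet3* m/m, -0.06 for *Tet3*+/+ and *Tet3*-/- and 0.06 for *Tet3* m/m and *Tet3*-/-), so the block was not kept. In the Dnmt1 experiment, blocks of genotype and number gave 312 DEGs in *Tet3* m/m and 456 in *Tet3*-/- and set medians of -0.09 (adjusted p 0.00226) and 0.40 (8.15e-39). No paired analysis was possible for *Tet3*+/+ and for the genotypes with the empty vector because the 2 empty-vector *Tet3*+/+ samples carry no distinct numbers.

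With promoter DMRs only, the odds ratio for hypo-DMR genes among the upregulated *Tet3*-/--only DEGs was 3.09 and the test no longer passed. With only the compared groups in the fit, Dnmt1 changed 322 genes in *Tet3*+/+, 417 in *Tet3* m/m and 335 in *Tet3*-/-, so *Tet3*-/- no longer had the most. The day 3 sets moved by -0.12 to -0.06 in *Tet3* m/m and by 0.31 to 0.55 in *Tet3*-/- over the fits that used 1 replicate of the Dnmt1 experiment each, and 14 to 18 of the 36 tests of marker lists passed without a replicate. With sets chosen on the empty-vector samples, Tet3-CD moved *Tet3* m/m upregulated genes by -0.07 and downregulated genes by 0.08, and reversed both *Tet3*-/- sets, to -0.28 and 0.25.

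Some small changes of named genes changed sign. The log2 fold change of *Wnt10b* in *Tet3* m/m was 0.05 with edgeR and with DESeq2 and ranged from -0.42 to 0.50 over the fits without a replicate. Over the same fits of *Tet3* m/m, *Tgfb2* ranged from -0.38 to 0.18, *Wnt3* from -0.40 to 0.19, *Cdkn2b* from -0.24 to 0.41, *Hand1* from -0.06 to 0.31, *Sox5* from -0.10 to 0.12, *Cdkn1a* from -0.41 to 0.00, *Cnn1* from -0.02 to 0.92 and *Dnmt3a* from -0.08 to 0.01. Those of *Tet3*-/- ranged from -0.18 to 0.20 for *Tet1*, -0.03 to 0.09 for *Tet2*, -0.24 to 0.04 for *Dnmt3b*, -0.48 to 0.01 for *Mest*, -3.72 to 0.52 for *Ceacam9* and -0.38 to 0.03 for *Serpinb9e*. In *Tet3*-/-, *Dnmt3a* was at 0.00 and *Serpinb9e* at 0.32 with the block. Of the other values of named genes, 909 were unchanged, 41 stronger and 28 weaker under the other alternatives, and 541 unchanged, 31 stronger and 75 weaker without a *Tet3*+/+ or *Tet3* m/m replicate. For the marker lists, 48 values were unchanged under the other alternatives, and 130 unchanged, 4 stronger and 10 weaker without a replicate. Genes with a mean under 50 have no value under the stricter filter. The causes of these changes were not tested.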

Differences from the paper's values

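For *Tet3* m/m and *Tet3*-/- together, 1901 DEGs were called, against the paper's 3184. Of the alternatives set before the data were examined, DESeq2 (2920), only the compared groups in the fit (2471) and no fold change threshold (2542) come within 1.5 times the paper's value; the others do not.

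In *Tet3*-/-, 115 DEGs were called, against the paper's 1071, with 82 up against the paper's 727 and 33 down against the paper's 344. Of the alternatives set before the data were examined, DESeq2 closes the gap for all 3 counts (916, 613 and 303), and for the downregulated DEGs the fit without *Tet3* m/m replicate 1 does as well (230); the others do not close it.

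DEGs called in *Tet3*-/- only number 65, against the paper's 749. Of the alternatives set before the data were examined, DESeq2 (608), only the compared groups (503) and the fit without *Tet3* m/m replicate 1 (551) close the gap, and the others do not. Shared DEGs number 50, against about 360 in Fig. 2d of the paper, read by eye; DESeq2 (308) closes this gap and none of the others does.

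The paper states that the samples cluster by genotype. Here *Tet3*-/- replicate 2 was nearer to *Tet3*+/+ replicate 1 (88.3) than to the other *Tet3*-/- sample (100.3), and no alternative placed all 8 samples nearest to their own genotype.

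The paper states that *Sox1* falls in both mutants. It was lower by log2 -0.91 in *Tet3* m/m (limma adjusted p 0.349; 0.169 to 0.782 over the alternatives) and -1.87 in *Tet3*-/- (0.155; 0.0665 to 0.365), and no setting calls it a DEG. The paper states that *Hes5* falls in *Tet3*-/-. The main test does not call it (0.0927), whereas a pseudocount of 5 (0.0445), DESeq2 (0.0386), only the compared groups (0.0171) and the fit without *Tet3* m/m replicate 1 (0.0151) do.

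The paper states that *Gata6*, *Mcam* and *Bin1* rise in *Tet3*-/-. They rose by 0.72, 1.04 and 0.63 without passing the main test (limma adjusted p 0.0918, 0.0671 and 0.0673). DESeq2 calls all 3 (0.0137, 0.00208 and 0.00726). Only the compared groups in the fit and the fits without *Tet3* m/m replicate 1 or 3 call *Mcam* (0.017, 0.0168 and 0.0214) and *Bin1* (0.0259, 0.0276 and 0.0278).

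The paper states that *p15*, *p16* and *p21* rise in *Tet3*-/-. They rose by 1.02, 0.51 and 0.71 (limma adjusted p 0.148, 0.134 and 0.0854). For *Cdkn1a*, DESeq2 (0.0126), only the compared groups (0.017) and the fits without *Tet3* m/m replicate 1 (0.0198) or 3 (0.023) pass; no setting calls *Cdkn2b* or *Cdkn2a*.

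The paper states that *Wnt10a* is upregulated in *Tet3*-/-. It rose by 0.80 (limma adjusted p 0.28), and no setting calls it (0.1 to 0.534). It states that *Axin2* and *Pdik1l* are downregulated in both mutants. *Axin2* changed by -0.39 in *Tet3* m/m (0.0242, but under the fold change of 1.5) and -0.32 in *Tet3*-/- (0.138), and is a DEG under no setting that applies that fold change. *Pdik1l* changed by -0.37 in *Tet3* m/m (0.0688) and -0.65 in *Tet3*-/- (0.0514), where a pseudocount of 5 (0.0495), DESeq2 (0.000748), only the compared groups (0.0265) and the fits without *Tet3* m/m replicate 1 (0.0216) or 3 (0.029) call it.

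The paper states that Wnt pathway genes rise in *Tet3*-/-. *Wnt3*, *Wnt9a* and *Wnt10b* rose without passing the main test (limma adjusted p 0.0672, 0.167 and 0.0854). DESeq2 calls *Wnt3* (0.00232), only the compared groups in the fit all 3 (0.0231, 0.0399 and 0.0277), the fit without *Tet3* m/m replicate 1 *Wnt3* and *Wnt10b* (0.0191 and 0.0421), and the fit without *Tet3* m/m replicate 3 all 3 (0.0436, 0.0471 and 0.0235). As a list, 17 Wnt ligands were higher in *Tet3*-/- on day 3 (median 0.47, 12 higher, limma camera adjusted p 0.0388), in the direction the paper states. Over the alternatives that p ranged from 0.0106 to 0.0797. A list of targets of Wnt signaling was not raised on day 3 (-0.20, 0.099), but its mean log2 value was higher in *Tet3*-/- with the empty vector of the Dnmt1 experiment (9.33 and 9.47 against 8.81 and 8.76 in *Tet3*+/+).

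The paper states that Dnmt1 lowers genes that are raised in *Tet3*-/-. Genes raised in *Tet3*-/- on day 3 rose further with Dnmt1 (0.40, 78 of 81 higher), and genes raised in *Tet3*-/- with the empty vector had a median of 0.09, with 46 lowered and 104 raised as DEGs. It names *Hand1* among the genes raised in the mutants and lowered by Dnmt1. *Hand1* was lower in both mutants than in *Tet3*+/+ with the empty vector (-2.32 in *Tet3* m/m and -1.44 in *Tet3*-/-) and rose with Dnmt1 in *Tet3* m/m (0.73, limma adjusted p 0.00311). *Hrc* was raised with the empty vector in *Tet3*-/- (0.50) but not in *Tet3* m/m (-1.23).

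The paper states that Tet3-CD moves both up- and downregulated genes of the mutants toward *Tet3*+/+. In *Tet3*-/-, the genes upregulated on day 3 moved away from *Tet3*+/+ (0.55), as did the downregulated ones (-0.50). With sets chosen on the empty-vector samples, an alternative set before the data were examined, they moved toward it (-0.28 and 0.25). *Sox5* fell with Tet3-CD in *Tet3*-/-, from 90.2 to 66.1 normalized counts.

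The paper states that *Dnmt1* is downregulated in both mutants, by RT-qPCR. By RNA-seq it changed by -0.25 in *Tet3* m/m (limma adjusted p 0.0852) and -0.17 in *Tet3*-/- (0.359) on day 3, no setting calls it a DEG, and with the empty vector of the Dnmt1 experiment it was lower in *Tet3* m/m (-0.37, 8.23e-05) and higher in *Tet3*-/- (0.22, 0.00647). It states that *Dnmt3b* is unaffected. *Dnmt3b* rose by 0.53 in *Tet3* m/m (limma adjusted p 0.0092), under the fold change of 1.5, and the fit without *Tet3*+/+ replicate 2 calls it a DEG (0.60, 0.015).

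Fig. 2c of the paper marks *Olig3* as downregulated in *Tet3* m/m; it changed by -0.72 (limma adjusted p 0.487), and no setting calls it. In *Tet3*-/-, the figure marks *Neurog1*, *Olig3* and *Sostdc1* as downregulated and *Tgfb2*, *Myh11* and *Cnn1* as upregulated. None passes the main test (limma adjusted p 0.0767, 0.0656, 0.0505, 0.0692, 0.0505 and 0.0671). DESeq2 calls all 6 (2.77e-05, 0.00116, 0.00026, 0.05, 0.00761 and 0.0431), as do only the compared groups in the fit (0.0135, 0.0228, 0.0213, 0.0231, 0.0213 and 0.0368) and the fit without *Tet3* m/m replicate 3 (0.0362, 0.023, 0.0255, 0.0306, 0.019 and 0.029). The fit without *Tet3* m/m replicate 1 does too (0.0081, 0.0222, 0.0198, 0.0198, 0.0194 and 0.0364). A pseudocount of 5 also calls *Sostdc1* (0.0422) and *Myh11* (0.0467), and the replicate block *Olig3* and *Myh11* (both 0.0448).

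Fig. 2f of the paper shows *Pax3* and *Pax6* as lower and *Hoxa5* and *Cav1* as higher in *Tet3*-/-. They changed by -1.08, -0.48, 0.19 and 1.72 without passing the main test (limma adjusted p 0.0847, 0.178, 0.521 and 0.0869). DESeq2 calls *Pax3* (0.00731) and *Cav1* (0.00822), and no setting calls *Pax6* or *Hoxa5*.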

Other observations

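In this part, the tests of library depth, of the Tet3-CD empty-vector sample and of *Tet3* against its segment were chosen after the result was seen. Splitting the 6 *Tet3*+/+ and *Tet3* m/m samples into other groups of 3 gave 0 DEGs in each of the other 9 splits (189 to 892 genes at an unadjusted p under 0.05), against 1836 DEGs for the genotypes. Of the 4 splits that part as many same-numbered samples, only 1, the real one, gives as many DEGs, and with so few splits the pattern cannot be told apart from chance by this count alone.

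Depth, GC content and transcript length were weighed as sources of the DEGs. Both *Tet3*-/- samples (2) have fewer reads than every *Tet3*+/+ sample, so depth may add to the *Tet3*-/- values, but at an equal depth of 36594650 reads 140 *Tet3*-/- DEGs were called. Of the *Tet3* m/m samples, 2 lie below every *Tet3*+/+ sample and 1 above, and equal depth gave 1817 DEGs. Log2 fold changes correlated with GC content by a Spearman rho of -0.08 in *Tet3* m/m and -0.04 in *Tet3*-/-, and with transcript length by -0.04 and 0.15, all under 0.3. None of these accounts for the DEGs.

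That a gene is called in *Tet3*-/- only because it just missed the threshold in *Tet3* m/m is weighed by the direct test, in which 63.1% of such genes differ between the mutants. This share was 27.6% with only the compared groups in the fit, 36.5% without *Tet3* m/m replicate 3 and 50.3% without chromosomes 6 and 8 (chosen after seeing the data), so the explanation may hold for many of them. For the remaining genes no difference between the mutants was detected.

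*Mest*, among the largest falls in *Tet3* m/m, was at 1.05, 1.49 and 1.05% of the *Tet3*+/+ mean in the *Tet3* m/m samples. It lies in the chromosome 6 segment and is expressed from the paternal copy. Against a loss of all paternally expressed genes of the chromosome, *Peg10*, outside the segment, was at 124, 86.1 and 73.7% of the *Tet3*+/+ mean on day 3. In the Dnmt1 experiment, *Peg10* was at 32 to 47.4% and *Sgce* at 49.5 to 65.9% in *Tet3* m/m, so a partial loss there is not excluded. Loss of the paternal copy of the segment would also remove *Nap1l5*, which was at 0, 5.94 and 0%, though its counts were low in *Tet3*+/+ (16.8 to 34.7). If *Copg2* is expressed from the maternal copy alone, this loss would spare it and loss of the maternal copy would remove it. *Copg2* was at 43.8, 48.1 and 45.7%, which neither loss gives in that case. It may be expressed from both copies in these cells, so *Copg2* does not decide between them. No biological explanation was tested.

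On day 3, *Tet3* mRNA in *Tet3* m/m lies close to what its segment shows (-0.17 apart, -1.05 against -0.89). Against the *Tet3*+/+ samples with the empty vector alone, *Tet3* with the empty vector fell beyond its segment: -1.43 and -1.65 against -0.76 and -0.71 in the Dnmt1 experiment, and -1.37 against -0.86 in the Tet3-CD experiment. As a hypothesis, a candidate explanation for the lower *Tet3* mRNA in *Tet3* m/m is loss of 1 copy of the segment in these clones. *Tet3* also changed by -1.21 in *Tet3*-/-, which has no such segment but carries a different lesion, the deleted exon. That change does not show whether the point mutations of *Tet3* m/m lower the mRNA as well. On day 3, such an effect and loss of the segment cannot be told apart with these values.

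The *Tet3* level of the samples labelled *Tet3*-/- differed between experiments: against *Tet3*+/+ it was -1.21 on day 3 and, with the empty vector, -0.24 in the Dnmt1 experiment and 2070 against 4755 counts in the Tet3-CD experiment. In all 4 *Tet3*-/- samples of the Dnmt1 experiment, a segment of 385 to 398 genes that holds *Tet3* was higher as a block, by 0.20 to 0.28 against *Tet3*+/+ with the empty vector. No explanation was tested. With the empty vector of the Tet3-CD experiment, the genes upregulated in *Tet3*-/- on day 3 were not raised (-0.02), whereas 88.9% were higher in the Dnmt1 experiment. That the single *Tet3*-/- sample lies apart from the other *Tet3*-/- samples therefore may account for the moves of the day 3 *Tet3*-/- sets with Tet3-CD.

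Across 17244 genes, the day 3 *Tet3* m/m profile correlated with that of *Tet3* m/m with the empty vector of the Dnmt1 experiment (r 0.46) more than the *Tet3*-/- profiles did with each other (0.25), and the *Tet3* m/m profile ran against the *Tet3*-/- profile of the Dnmt1 experiment (-0.41). Of the genes upregulated in *Tet3* m/m on day 3, 22.6% (202 of 892) were higher in the *Tet3*-/- samples of the Dnmt1 experiment. *Neurog1* was lower in *Tet3*-/- on day 3 (-1.96) and higher there (1.82). No explanation was tested.

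A further block of about 100 genes on chromosome 4 was higher in *Tet3* m/m, by 0.58 to 0.63 on day 3 by 0.32 to 0.50 in the Dnmt1 experiment and by 1.07 and 0.91 in the Tet3-CD experiment, and lower in the *Tet3*-/- samples of the Dnmt1 experiment (-0.65 to -0.51). *Ddx3y* was at 183 and 1996 normalized counts in the *Tet3*-/- samples of day 3 and at 1365 to 1543 in those of the Dnmt1 experiment. Neither was tested further.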
